# Development of mammary cancer in γ-irradiated F_1_ hybrids of susceptible Sprague-Dawley and resistant Copenhagen rats, with copy-number losses that pinpoint potential tumor suppressors

**DOI:** 10.1371/journal.pone.0255968

**Published:** 2021-08-13

**Authors:** Mayumi Nishimura, Kazuhiro Daino, Maki Fukuda, Ikuya Tanaka, Hitomi Moriyama, Kaye Showler, Yukiko Nishimura, Masaru Takabatake, Toshiaki Kokubo, Atsuko Ishikawa, Kazumasa Inoue, Masahiro Fukushi, Shizuko Kakinuma, Tatsuhiko Imaoka, Yoshiya Shimada

## Abstract

Copenhagen rats are highly resistant to mammary carcinogenesis, even after treatment with chemical carcinogens and hormones; most studies indicate that this is a dominant genetic trait. To test whether this trait is also dominant after radiation exposure, we characterized the susceptibility of irradiated Copenhagen rats to mammary carcinogenesis, as well as its inheritance, and identified tumor-suppressor genes that, when inactivated or mutated, may contribute to carcinogenesis. To this end, mammary cancer–susceptible Sprague-Dawley rats, resistant Copenhagen rats, and their F_1_ hybrids were irradiated with 4 Gy of γ-rays, and tumor development was monitored. Copy-number variations and allelic imbalances of genomic DNA were studied using microarrays and PCR analysis of polymorphic markers. Gene expression was assessed by quantitative PCR in normal tissues and induced mammary cancers of F_1_ rats. Irradiated Copenhagen rats exhibited a very low incidence of mammary cancer. Unexpectedly, this resistance trait did not show dominant inheritance in F_1_ rats; rather, they exhibited intermediate susceptibility levels (i.e., between those of their parent strains). The susceptibility of irradiated F_1_ rats to the development of benign mammary tumors (i.e., fibroadenoma and adenoma) was also intermediate. Copy-number losses were frequently observed in chromosome regions 1q52–54 (24%), 2q12–15 (33%), and 3q31–42 (24%), as were focal (38%) and whole (29%) losses of chromosome 5. Some of these chromosomal regions exhibited allelic imbalances. Many cancer-related genes within these regions were downregulated in mammary tumors as compared with normal mammary tissue. Some of the chromosomal losses identified have not been reported previously in chemically induced models, implying a novel mechanism inherent to the irradiated model. Based on these findings, Sprague-Dawley × Copenhagen F_1_ rats offer a useful model for exploring genes responsible for radiation-induced mammary cancer, which apparently are mainly located in specific regions of chromosomes 1, 2, 3 and 5.

## Introduction

Exposure to ionizing radiation is common in the modern world and can induce various types of DNA damage, including double-strand breaks. Some DNA double strand break repair systems are inherently error-prone; therefore, radiation exposure can result in mutations, such as large deletions, translocations, and reversions, and can ultimately disrupt the integrity and/or expression of cancer-related genes [1]. Thus, radiation is a risk factor for cancer development in humans. Epidemiological studies have been conducted on populations exposed to radiation from various sources, including atomic bombs, medical devices, nuclear industry workplaces, contaminated environments, and natural background (see [2] for an example). These studies have clarified that cancer risk increases with radiation dose in a manner compatible with a linear response, without a threshold, at low doses and low dose rates [2]. They also suggest that the response can be modified by individual factors such as age, sex, and lifestyle factors, including cigarette smoking [3]. Genetic variation is another contributor that governs individual susceptibility to cancer. Familial cancer exhibits a high probability of inheritance and constitutes approximately 5% of all cancers [4], and greater numbers of genetic polymorphisms are considered to influence cancer risk in a more subtle manner [5]. Although some genetic factors that influence the risk of developing acute tissue reactions after high doses of radiation have been identified, little is known about genetic factors that interact with radiation-induced cancer [3]. Clarification of such interaction would be of benefit when considering radiation use in clinical settings, as well as for the selection of emergency workers and astronauts who will be exposed to relatively high doses of radiation [3].

The interaction between genetic and environmental factors often affects the risk of cancer development [6]. As extremely large sample sizes are generally required to identify such interactions in human populations [7], good animal models provide a valuable opportunity for their identification. The rat has been widely used for experimental models of breast cancer because its disease mimics the luminal nature and ductal origin of human breast cancer [8]. Moreover, the characteristics of different rat strains offer opportunities to study breast-cancer resistance/susceptibility and their inheritance. The inbred Copenhagen (COP) rat is almost completely resistant to spontaneous, chemically induced, and hormonally induced mammary carcinogenesis [9–12], but the susceptibility of COP rats to mammary carcinogenesis caused by ionizing radiation (a well-known human breast carcinogen [13]) has not been thoroughly investigated.

The resistance of COP rats to chemically induced mammary carcinogenesis exhibits dominant inheritance when animals are bred with a variety of susceptible strains including Sprague-Dawley (SD) and Wistar-Furth (WF) [11]. The SD rat is probably the most widely used model of breast cancer in the long history of radiation biology research because of its worldwide availability and high susceptibility to radiation-induced mammary carcinogenesis [14–17]. (SD×COP)F_1_ rats thus provide a good opportunity to investigate the inheritance of susceptibility to radiation-induced mammary carcinogenesis.

Genetic susceptibility to cancer and environmental factors are often linked to specific types of somatic mutations. For example, non-random genomic changes in chromosome 1 are observed in chemically induced mammary tumors in certain strains, including (WF×COP)F_1_ rats, but not in radiation-induced cancers [18, 19]. As a potent tumor-suppressor (or oncogenic) gene(s) is expected to be disrupted (or enhanced) in induced cancers in resistant (or susceptible) strains, non-random changes in tumors strongly suggest the existence of potent tumor-related gene(s). Thus, hybrids between strains with different tumor susceptibility offer ideal experimental tools for identifying potentially causative mutations. A successful example is the F_1_ hybrid of susceptible C57BL/6 and resistant C3H mice, which develops radiation-induced thymic lymphoma with genomic changes in chromosomal regions spanning critical tumor-suppressor genes [20, 21].

In the present study, we investigated the susceptibility of irradiated COP rats to mammary cancer and compared the results with those acquired with SD and (SD×COP)F_1_ rats to obtain insights into the mode of inheritance. Taking advantage of the mammary carcinomas developed in the (SD×COP)F_1_ rats, we then located chromosomal regions exhibiting aberrations with the aim of identifying candidate tumor-suppressor genes associated with carcinogenesis.

## Materials and methods

### Animal experiments

Animal experiments were approved by the Institutional Animal Care and Use Committee of the National Institute of Radiological Sciences (NIRS, approval number 07–1014). Female SD rats (Jcl:SD) were purchased from Clea Japan (Tokyo, Japan). COP rats (COP/Hsd) were obtained from Harlan Sprague Dawley (Madison, WI, USA) and maintained by brother-sister mating. F_1_ hybrid rats were created by crossing female SD and male COP rats at NIRS. Rats were maintained under specific pathogen-free conditions and fed a standard CE-2 diet (Clea Japan) and sterile water ad libitum. Rats of the SD, (SD×COP)F_1_, and COP strains, born between October 2006 and August 2008, were sequentially irradiated (November 2006–March 2007, May 2007, and July 2007–October 2008, respectively) and observed for overlapping periods of time from November 2006 to September 2010. Experiments were performed as described in detail previously [22]. Briefly, 7-week-old female rats were subjected to whole-body γ-irradiation (^137^Cs, 4 Gy, 0.5 Gy/min) and then palpated weekly for the remainder of their lifetime to detect tumors. The dose and dose rate of radiation and the age at irradiation were chosen as they are established to induce maximal mammary carcinogenesis, based on our previous studies [17, 23, 24]. Animals that showed signs of general deterioration (including signs of natural death) were euthanized by exsanguination under isoflurane anesthesia and autopsied; animals found dead were also autopsied. Animals terminated before tumor development were censored. During autopsy, palpable and non-palpable tumors were collected, fixed in 10% formalin, embedded in paraffin, and processed for hematoxylin and eosin staining for histology [25]. The palpation record was used to determine the age at which tumors first developed. Normal mammary tissue was collected from an approximately 1 cm^2^ region proximal to an abdominal nipple to ensure inclusion of mammary epithelium; special care was taken to exclude lymph nodes, skin, and muscle. Remaining portions of mammary carcinomas and normal glands were frozen in liquid nitrogen and stored at −80°C. Results of the analysis of certain molecular characteristics of carcinomas for the (SD×COP)F_1_ cohort were reported previously [22], as were results pertaining to the development of carcinomas in the SD cohort [17].

### DNA and RNA preparation

DNA extraction from all frozen tumors that were diagnosed as carcinomas (*n* = 21) was prioritized; of these 21 tumors, those that were freshly collected and had an available remaining portion (*n* = 10) were used for RNA extraction. This selection of tumors tended to be larger, but were not biased in terms of location, age at detection, age at collection, or the time interval between detection and collection, relative to the entire set of carcinomas (*n* = 36) (see S1 Fig). Genomic DNA and total RNA were extracted from the same set of frozen normal mammary glands and mammary carcinoma tissue samples using the Maxwell 16 Instrument and System (Promega, Madison, WI, USA) and used for AI and gene expression analyses. Genomic DNA for microarray analysis was extracted as described previously [26].

### Array-based comparative genomic hybridization

DNA (1.25 μg) samples from normal ear and mammary carcinoma samples were labeled with cyanine 3- and cyanine 5-dUTP, respectively, and purified using columns (Agilent Technologies, Santa Clara, CA, USA). Labeled DNA was hybridized with microarray probes (Rat CGH, 2×105K; Agilent) at 65°C with rotation at 20 rpm for 40 h, and then washed with Wash Buffers 1 and 2 (Agilent). The microarray resolution was ~14.5 kb (on average) with 97,973 probes, which were annotated in the rn4 version of assembly. 

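The probe annotation in the arrays' files names 97937 probes, of which 96626 lie on chromosomes 1 to 20 and X of rn4. Neighboring probes on these chromosomes were 18817 bp apart in the median and 28132 bp apart in the mean. The probes were not spread evenly, with 118 of them between the start of *Cdkn2a* and the end of *Cdkn2b* on chromosome 5.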

Microarrays were scanned using the Agilent G2565BA microarray scanner. Fluorescence intensity values were obtained from scanned images with Agilent Feature Extraction software (ver. 9.5.1, Agilent) and were analyzed using DNA Analytics software (ver. 4.0.81, Agilent). Rat orthologs of human genes relevant to breast cancer [27] were identified in the rn4 rat genome assembly using the UCSC Genome Browser (https://genome.ucsc.edu/) [28]. Annotations pertaining to the role of genes in cancer were retrieved from the Oncogene Database (http://ongene.bioinfo-minzhao.org/), Tumor Suppressor Gene Database (https://bioinfo.uth.edu/TSGene/), and COSMIC Database (https://cancer.sanger.ac.uk/census). Microarray data are available at the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/; accession number GSE160514).

### Analysis of allelic imbalance (AI)

AI of a simple sequence length polymorphism genomic DNA locus was assessed by comparing the intensities of two DNA bands amplified with the same PCR primer set. Note that, when intensity of one of the two bands (which represent the two alleles at this locus) is stronger than the other, the imbalance can indicate gain of that allele or loss of the other allele, as the PCR assay used is competitive, rather than quantitative. The primer sequences were obtained from the Rat Genome Database [29]. PCR products were resolved by agarose gel electrophoresis through gels containing ethidium bromide. All AI analyses were performed on genomic DNAs from mammary carcinomas and normal ear skin of the same individual.

### Quantitative PCR

Complementary DNA was synthesized by reverse transcription (ReverTra Ace, Toyobo, Osaka, Japan). Primer sequences and PCR conditions are shown in Table 1 and were validated to amplify a single product of the correct size for each gene by agarose gel electrophoresis. The PCR amplification program consisted of initial denaturation at 95°C for 10 s followed by 45 amplification cycles of denaturation at 95°C for 5 s and annealing/elongation at 60°C for 20 s. PCR was performed using the Stratagene Mx3000P real-time PCR system (Agilent) and SYBR Premix Ex Taq (Takara Bio, Otsu, Japan). The expression levels of target genes were normalized to those of *Gapdh* and expressed relative to the value of an arbitrarily selected normal tissue sample using the 2^–ΔΔCt^ method [30].

**Table 1:** Genes and primers for quantitative PCR.

Gene symbol	Chromosome band	Location (Mb)	Gene name	Function	Forward primer (5’ → 3’)
					Reverse primer (5’ → 3’)
*Asah2*	1q52	236.0	N-acylsphingosine amidohydrolase 2	Neutral ceramidase that protects against cytokine-induced apoptosis	GGCATTTGTGAGCGTGGA
					TGGGCCAGAGTGAGTGTGA
*Fas*	1q52	238.3	Fas cell surface death receptor	Receptor that conveys death signal	GAGGGTTTGGAGTTGAAGAGGA
					CACGGTTGACAGCAAAATGG
*Ifit1*	1q52	238.6	Interferon-induced protein with tetratricopeptide repeats 1	Involved in cellular response to cytokine stimulus	CCGGAAAGGTGACATAAACGA
					AATGTAGGTAGCCAGAGGAAGGTG
*Sfrp5*	1q54	248.7	Secreted frizzled-related protein 5	Involved in several processes including Wnt signaling	GGCCTCATGGAGCAGATGT
					CGGTCCCCATTGTCTATCTTG
*Srek1*	2q12	34.7	Splicing regulatory glutamic acid and lysine rich protein 1	Member of family of serine/arginine-rich splicing proteins	GCTGCTTCCCATACCAACCT
					AAGTGGTGGCTGTGGTATCTCTC
*Cenpk*	2q13	35.2	Centromere protein K	Subunit of a centromeric complex	GAAATGTTTGACTGCTGAACTTGG
					CCTAATGTTAACAAAACGCCTTCAG
*Ercc8*	2q14	39.4	ERCC excision repair 8, CSA ubiquitin ligase complex subunit	Component of nucleotide excision repair	TGGAGTTAAACAAAGACAGGGATG
					CTGCTGGCGTTCTCAAGGT
*Plk2*	2q14	41.8	Polo like kinase 2	Serine/threonine protein kinase with role in normal cell division	CCATCATCACCATTCTCACTCC
					GATCTGTCATTTCGTAACACTTTGC
*Gpbp1*	2q14	42.8	GC-rich promoter binding protein 1	GC-rich promoter-specific trans-activating transcription factor	AGACACACACATACCCAACCAAA
					TGACTGGAGGTTTCCTGCTACTG
*Il6st*	2q14	43.8	Interleukin 6 signal transducer	Part of cytokine receptor complex	GAAATGTGGTCGGCAAGTCC
					ATGGCGGTGTCCATTCTACC
*Itga1*	2q14	47.2	Integrin subunit alpha 1	Subunit of a cell-surface receptor for collagen and laminin	TGGATATTGGCCCTAAGCAGA
					TCCCTGTCGGCCTATTTTGT
*Cat*	3q32	88.7	Catalase	Involved in hydrogen peroxide catabolic process	TGAGAGAGTGGTACATGCAAAGG
					GAATCGGACGGCAATAGGAG
*Meis2*	3q35	101.9	Meis homeobox 2	DNA-binding transcription activator in response to growth factor	GTGATTGATGAGAGAGACGGAAG
					GCCTGCTGAGTGAGTTGAGG
*Bmf*	3q35	105.0	Bcl2 modifying factor	Induction of apoptosis	TTGTCCCCTTCTTCCCAATC
					ACTGAGGTGGCTCCATGTCTC
*Rad51*	3q35	105.6	RAD51 recombinase	Involved in homologous recombination and repair of DNA	GCTGCTTCGACTTGCTGATG
					GAGCGATGATGTTTCCTCCAA
*Tp53bp1*	3q35	108.0	Tumor protein p53 binding protein 1	Functions in DNA double-strand break repair pathway choice, promoting 3q36 non-homologous end-joining pathways	TCCGTCAGGCAAAAGGAAAC
					CACTCTCACAGGGGCTCACA
*B2m*	3q35	108.9	β2 microglobulin	Participates in interleukin-12 signaling pathway	CGAGACATGTAATCAAGCTCTATGG
					GATGGTGTGCTCATTGCTATTCTT
*Dusp2*	3q36	114.8	Dual specificity phosphatase 2	Phosphatase of mitogen-activated protein kinase, involved in negative regulation	GTTTTGAAAGCTTCCAGGCATACT
					GCAAGATTTCCACAGGACCAC
*Mal*	3q36	115.1	mal, T-cell differentiation protein	Structural constituent of myelin sheath, implicated in metachromatic leukodystrophy	CCTACAGGCATTACCATGAGAACA
					CTGGGTTTCAGCTCCCAATC
*Bcl2l11*	3q36	115.7	BCL2 like 11	Interacts with other members of BCL-2 protein family and acts as apoptotic activator	TTACACGAGGAGGGCGTTTG
					TCCAGACCAGACGGAAGATG
*Nbl1*	3q42	148.4	NBL1, DAN family BMP antagonist	Negative regulation of bone morphogenic protein signaling pathway	TTCCCGCAGTCCACAGAGT
					TGCAGTGTACAATCTTCTCAACCA
*Runx3*	5q36	154.0	RUNX family transcription factor 3	DNA-binding transcription factor, implicated in breast cancer	CCTACCACCGAGCCATCAA
					AGGCTTTGGTCTGGTCCTCTATC
*Id3*	5q36	154.9	Inhibitor of DNA binding 3, HLH protein	Involved in positive regulation of apoptosis	GTGATCTCCAAGGACAAGAGGAG
					TGGAGAGAGGGTCCCAGAGT
*C1qa*	5q36	155.7	Complement C1q A chain	Participates in coagulation cascade	CGGGTCTCAAAGGAGAGAGAGG
					CCCACATTGCCGGGTTT
*Gapdh*	4q42	161.3	Glyceraldehyde-3-phosphate dehydrogenase	Participates in gluconeogenesis pathway, used as an internal control	TCAACGGGAAACCCATCAC
					TTTTGGCCCCACCCTTC

### Statistics

Tumor incidence was compared using Fisher’s exact test. Tumor number and age of first tumor detection were assessed by the Kruskal-Wallis test followed by pairwise comparison using the Mann-Whitney *U* test. Tumor-free survival data were analyzed by the log rank test and Cox regression. Gene expression levels in two groups were compared with the Mann-Whitney *U* test. The significance of correlations was assessed by Spearman’s rank correlation test. *P* values < 0.05 were considered statistically significant. Analyses were performed on statistical software R [31].

## Results

### Irradiated COP rats are less susceptible to mammary cancer than irradiated SD or (SD×COP)F_1_ rats

To understand the susceptibility of irradiated COP and (SD×COP)F_1_ rats to mammary carcinogenesis, we irradiated each of SD (*n* = 20), COP (*n* = 19), and (SD×COP)F_1_ (*n* = 29) rats with 4 Gy of γ-rays and monitored the development of palpable mammary carcinomas and benign tumors. Benign tumors consisted of fibroadenoma (~95%) and adenoma (~5%). All carcinomas and benign tumors were palpable, and no additional tumors in these categories were discovered upon necropsy. Neither the location of tumors (abdomino-inguinal or thoracic) nor the malignant-to-benign ratio differed among strains, although COP rats had more adenomas than SD and (SD×COP)F_1_ rats as benign tumors (Table 2). Despite the significantly shortened observation period for SD rats (Table 3), the percentage of rats having carcinomas and benign tumors during their lifetime was higher for SD rats than COP rats, and SD rats had a greater number of tumors per rat (Table 3). The age at the first palpation of individual tumors was also lower for SD rats (Table 3). (SD×COP)F_1_ rats showed susceptibility that was close to that of SD rats (Table 3). Analysis of the time to first palpable mammary carcinoma indicated that COP rats developed carcinoma significantly less frequently than SD and (SD×COP)F_1_ rats, whereas the difference between SD and (SD×COP)F_1_ rats was also substantial, albeit with only marginal statistical significance, suggesting intermediate susceptibility of the (SD×COP)F_1_ rats (Fig 1A and Table 4). Susceptibility of (SD×COP)F_1_ rats to benign mammary tumors was intermediate between the parental strains (Fig 1B and Table 4). Causes of censoring did not differ among strains (Table 5). Throughout the course of the experiment, SD rats were significantly heavier than COP rats, while the weights of (SD×COP)F_1_ rats were intermediate (Fig 1C). Thus, irradiated (SD×COP)F_1_ rats showed marginally higher mammary-cancer susceptibility, in contrast to the reported dominant inheritance of resistance of COP rats to chemically induced mammary carcinogenesis.

**Fig 1:**
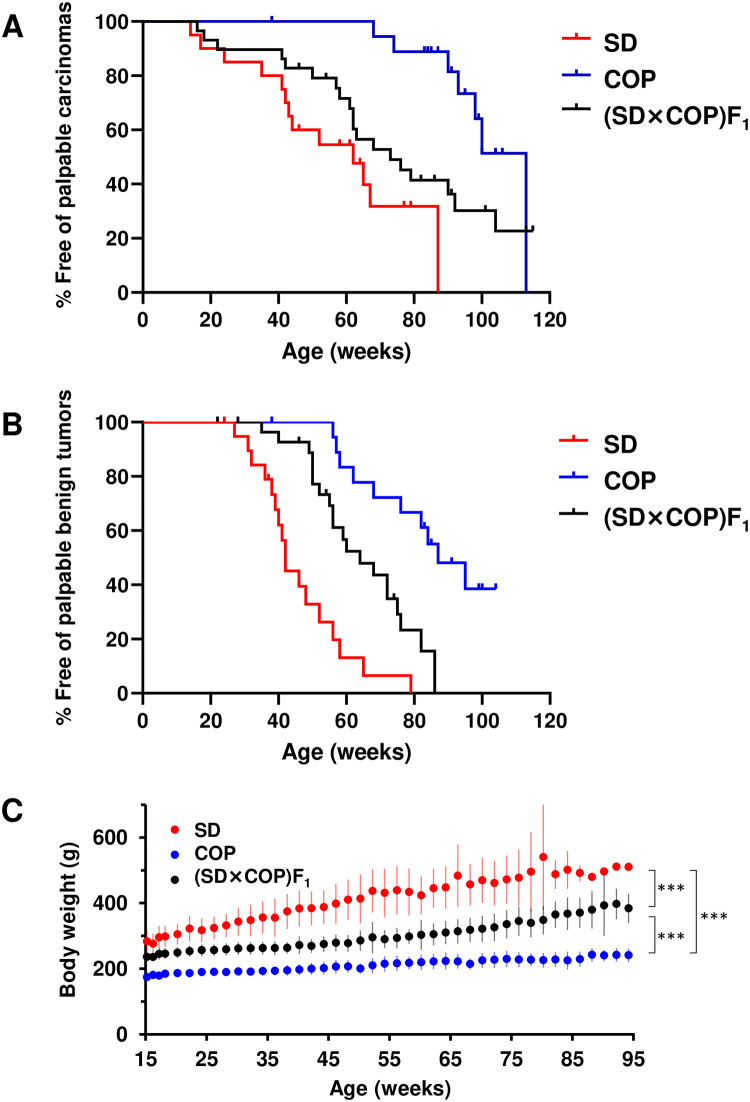
Kaplan-Meier plots of palpable mammary tumor development in Copenhagen (COP), Sprague-Dawley (SD) and hybrid [(SD×COP)F_1_] rats. A, carcinoma; B, benign tumors (fibroadenoma and adenoma). Data from SD rats were reported previously [17] and reanalyzed. C, Body weight during the experiment (mean and standard deviation). ***P < 0.001 between strains, two-way analysis of variance.

**Table 2:** Distribution of tumor location and type.

Strain	Location (carcinoma)		Location (benign)		Tumor type (all)		Tumor type (benign tumors)	
	Abdomino-inguinal	Thoracic	Abdomino-inguinal	Thoracic	Malignant ^a^	Benign ^b^	Fibroadenoma	Adenoma
SD	12 (67%)	6 (33%)	27 (51%)	26 (49%)	18/71 (25%)	53/71 (75%)	53/53 (100%)	0/53 (0%)***
COP	8 (89%)	1 (11%)	5 (45%)	6 (55%)	9/20 (45%)	11/20 (55%)	7/11 (64%)	4/11 (36%)
(SD×COP)F_1_	18 (50%)	18 (50%)	38 (56%)	30 (44%)	36/104 (35%)	68/104 (65%)	65/68 (96%)	3/68 (4%)**

^*a*^ Carcinoma,

^*b*^ fibroadenoma and adenoma.

**P < 0.01,

***P < 0.001 vs. COP.

**Table 3:** Crude analysis of mammary tumor development in SD, COP and (SD×COP)F_1_ strains.

Strain	Age at autopsy (weeks)^a^	Rats with tumor (%)		Tumors per rat^b^		Age at first tumor detection (weeks)^a^	
		Carcinoma	Benign	Carcinoma	Benign	Carcinoma	Benign
SD	64.4 ± 19.2	13/20 (65)	17/20 (85)	0.90 ± 0.20	2.65 ± 0.53	50.5 ± 25.9	60.1 ± 16.5
COP	92.8 ± 17.1***	7/19 (37)	10/19 (53)	0.47 ± 0.16	0.58 ± 0.14***	93.1 ± 14.1***	76.2 ± 18.2*
(SD×COP)F_1_	82.0 ± 23.7**	19/29 (66)	21/29 (72)	1.24 ± 0.27^†^	2.34 ± 0.36^††^	70.1 ± 23.3*^††^	77.8 ± 18.9***

^*a*^Mean ± standard deviation,

^*b*^mean ± standard error of the mean.

*P < 0.05,

**P < 0.01,

***P < 0.001 vs. SD;

^†^*P* < 0.05,

^††^*P* < 0.01 vs. COP.

**Table 4:** Hazard analysis of palpable mammary tumors among strains.

Strain	Hazard ratio (vs. SD)	Log rank test (vs. SD)	Hazard ratio (vs. COP)	Log rank test (vs. COP)
*Carcinomas*				
SD	1 (referent)	—	6.2 (2.3, 17)	*P* = 1 × 10^−5^
COP	0.16 (0.06, 0.43)	*P* = 1 × 10^−5^	1 (referent)	—
(SD×COP)F_1_	0.46 (0.21, 1.0)	*P* = 0.1	2.8 (1.2, 6.8)	*P* = 0.02
*Benign tumors*				
SD	1 (referent)	—	14 (5.5, 36)	*P* = 1 × 10^−7^
COP	0.07 (0.03, 0.18)	*P* = 1 × 10^−7^	1 (referent)	—
(SD×COP)F_1_	0.29 (0.15, 0.57)	*P* = 0.0002	4.1 (1.7, 10)	*P* = 0.0006

Numbers in parentheses denote 95% confidence interval.

**Table 5:** Causes of censoring.

Analysis	Cause	Strain*		
		SD	COP	(SD×COP)F_1_
Carcinoma	Mammary neoplasm	4	2	5
	Other neoplasms	1	3	3
	Non-neoplasms	0	3	0
	Unidentified	2	4	2
Benign tumors	Mammary neoplasm	2	1	5
	Other neoplasms	1	2	1
	Non-neoplasms	0	1	0
	Unidentified	0	5	2

* There was no significant difference among strains (Fisher’s exact test).

SD, Sprague-Dawley; COP, Copenhagen.

### Mammary carcinomas of (SD×COP) F_1_ rats have multiple localized copy-number variations

Previous studies have shown that radiation-induced mammary carcinomas of SD rats harbor multiple copy-number aberrations that do not converge to specific chromosomal regions [26, 32, 33]. In surprising contrast, our present analysis of mammary carcinomas (*n* = 21) from (SD×COP)F_1_ rats revealed multiple copy-number variations in several specific chromosomal regions (Fig 2A). These variations included copy-number losses of chromosome 1q52–54 (observed in 5 carcinomas, 24%), 2q12–15 (7 carcinomas, 33%), and 3q31–42 (5 carcinomas, 24%). 

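DNA from 21 mammary carcinomas of (SD×COP)F_1_ rats irradiated with 4 Gy of γ-rays was set against DNA from normal ear by array-based comparative genomic hybridization, in which both DNAs compete for the same probes and the ratio of their fluorescence gives the relative copy number. Each carcinoma had 1 array, and all carcinomas belonged to 1 condition, so that their number limits the precision of every frequency. The paper's table lists 21 tumors from 16 animals, and which arrays share an animal is not known here, so the carcinomas were treated as independent. Carcinoma DNA was labeled with Cy5 and ear DNA with Cy3 on all arrays, and a dye effect of a probe could therefore not be separated from a change shared by all carcinomas. The arrays lay on 11 slides with at most 2 arrays each and were read in 4 scans of 4, 6, 4 and 7 arrays. The authors obtained the signals with Feature Extraction software (in a later version than the methods name), which subtracted the background and normalized the dyes linearly. The median processed signal of an array was between 1025 and 1080 for Cy3 and between 988 and 1068 for Cy5, and between 99.8% and 99.9% of the probes were well above background in both channels. From there, the log10 ratio of carcinoma to ear was converted to log2, control spots and between 102 and 690 outlier spots per array were left out, replicate spots of a probe were averaged, and each array was centered on the median of its autosomal probes. The noise SD of the log2 ratio, from differences between neighboring probes, was between 0.10 and 0.16 per array, with a median of 0.13. Each chromosome was then divided into segments by penalized least squares, with a penalty of 25 times the noise variance per breakpoint. A segment of at least 5 probes was called a loss where its mean log2 ratio lay at least 0.25 below 0, and a gain where it lay at least 0.25 above 0. The paper's text names the software but no calling algorithm or threshold.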

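In the 21 carcinomas, 129 losses and 42 gains were called. Losses were found in 16 carcinomas and gains in 13, and 4 carcinomas had neither. The median length was 4.96 Mb for losses and 1.01 Mb for gains. The test asked whether losses fell on the same regions more often than random placement would give. The losses of each carcinoma were shifted by a random distance along the genome, in 1-Mb bins, 10000 times. The bin lost most often lay on chromosome 5 from 108000001 to 109000000 and was lost in 7 carcinomas, whereas the highest count in the shifted genomes had a median of 4 and a 95th percentile of 5 (permutation test, one-sided, p = 0.00470). This bin holds *Cdkn2a* and *Cdkn2b* and has 212 probes. Bins were counted as lost by the share of their probes in called losses. The losses of carcinomas 8 and 18 there were 53.2 and 56.0 kb long but held 141 and 154 probes, so the whole bin counted. Of the 7 carcinomas, the other 5 had losses over more than 80% of the chromosome. The highest count and its p therefore rest on the dense probes at this locus as well as on the lengths of losses. The next highest count, 6 carcinomas, was reached by 24 bins of chromosome 5 from 150000001 to 174000000, for which the same shifts gave p = 0.0479 (computed after the counts were seen). Under the alternatives set before the data were examined, the p of the highest count stayed between 0.000700 and 0.0292. It rose to 0.140 when arrays were centered on the mode and called at a threshold of 0.15, and to 0.0533 when the median of each probe was also removed, both chosen after seeing the data. Of 2731 bins, 226 were lost in at least 4 carcinomas, and these lay on chromosome 2 from 28000001 to 51000000, on chromosome 3 from 85000001 to 121000000 and on chromosome 5. From frequent losses in specific regions, the paper proposes that important tumor-suppressor genes may lie within them.

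**Figure D1:**
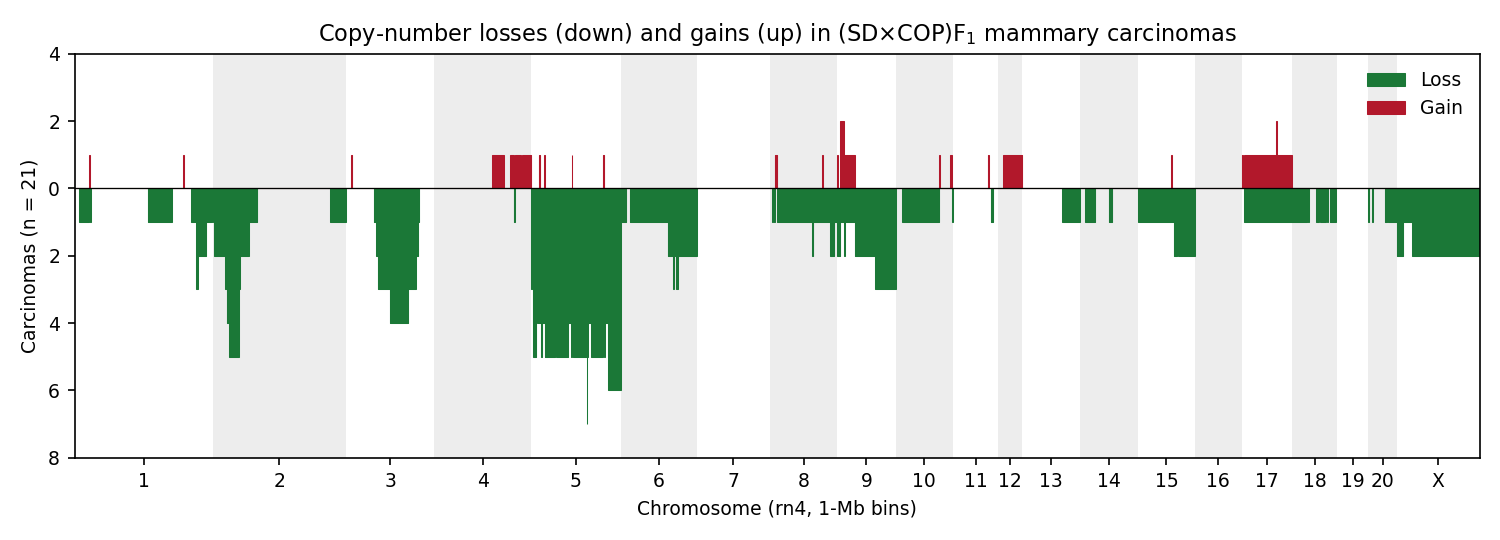
Number of carcinomas (vertical axis, n = 21) in which each 1-Mb bin was counted as lost (green, down) or gained (red, up). Bins follow rn4 chromosomes 1 to 20 and X (horizontal axis). Losses reach 5 carcinomas on chromosome 2, 4 on chromosome 3 and 7 on chromosome 5, and gains reach 2 carcinomas.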

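The arrays' annotation gives no chromosome bands, so each region was taken between the outermost genes that Tables 1 and 6 place in it, and a carcinoma was counted where at least 5 probes of the region lay in a called loss. Carcinomas are numbered from 1 to 21. Between *Asah2* and *Sfrp5* (chromosome 1, 236.0 to 248.7 Mb, 482 probes), taken for 1q52–54, carcinomas 4, 12 and 14 had a loss (3 carcinomas, 14.3%; exact Clopper-Pearson 95% interval, 3.05% to 36.3%). Between *Pik3r1* and *Itga1* (chromosome 2, 32.6 to 47.2 Mb, 458 probes), taken for 2q12–15, carcinomas 6, 8, 10, 14 and 20 had a loss (5 carcinomas, 23.8%; 8.22% to 47.2%). Between *Cat* and *Bcl2l11* (chromosome 3, 88.7 to 115.7 Mb, 963 probes), taken for 3q31–42, carcinomas 9, 13, 16 and 21 had a loss (4 carcinomas, 19.0%; 5.45% to 41.9%). On chromosome 1, 191 probes between 236000824 and 238943178 were lost in all 3 carcinomas, not as an unbroken stretch, and the losses on chromosome 2 shared the whole region. The mean log2 ratio of the lost probes was between −0.76 and −0.38 on chromosome 1, between −0.72 and −0.25 on chromosome 2 and between −0.53 and −0.40 on chromosome 3. The intervals of the 3 frequencies overlap, so that no region was distinguishably more often lost than another. Of the alternative settings, a threshold of 0.4 gave the lowest counts (2, 3 and 4 carcinomas), and centering on the mode with a threshold of 0.15, chosen after seeing the data, gave the highest (5, 7 and 6 carcinomas).

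**Figure D2:**
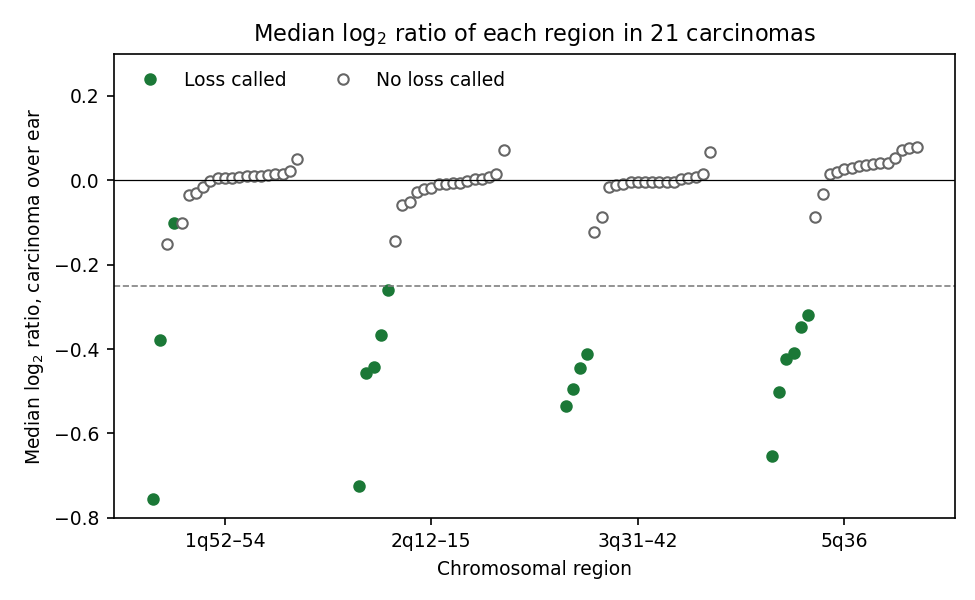
Median log2 ratio of carcinoma over ear (vertical axis) of the probes of each region (horizontal axis) in each of the 21 carcinomas, sorted by value. Green points had a called loss in the region and open points had none, and the dashed line marks the calling threshold; on 1q52–54 a carcinoma with a loss of part of the region lies at −0.10, among those without a loss.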

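Chromosome 5 was covered by 5996 probes from 78326 to 173082160. More than 80% of these probes lay in called losses in carcinomas 9, 13, 16, 17 and 21 (5 carcinomas, the same share and interval as for 2q12–15). In these, losses covered between 84.0% and 99.6% of the probes, and the median log2 ratio of the whole chromosome was between −0.52 and −0.34. In the other 16 carcinomas, losses covered 20.5% of the probes at most, and the median was between −0.11 and 0.01. The count was 3 carcinomas at a threshold of 0.4, and also 3 when 90% of the probes had to be lost.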

Additional large deletions spanning nearly all of chromosome 5 were identified in 6 carcinomas (29%). Focal deletions involving *Cdkn2a* and *Cdkn2b* were found at chromosome 5q32 in 2 carcinomas (10%), as had been repeatedly observed in a subset of radiation-induced rat mammary carcinomas [26, 32, 33]. 

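*Cdkn2a* (chromosome 5, 108908748 to 108916380, 28 probes) and *Cdkn2b* (108939668 to 108945355, 20 probes) lay in short called losses in carcinomas 8 and 18, which had no large deletion of the chromosome (2 carcinomas, 9.52%; exact Clopper-Pearson 95% interval, 1.17% to 30.4%). The loss in carcinoma 8 ran from 108910822, within *Cdkn2a*, to 108963985 (53.2 kb, 141 probes) with a mean log2 ratio of −0.98 (SD over probes 0.31). It was called in 2 parts. The 2 probes between them (−0.14 and −0.23) are not among the 141 probes but are included in the mean and SD. The loss in carcinoma 18 ran from 108907995 to the same end (56.0 kb, 154 probes) with a mean log2 ratio of −0.31 (SD over probes 0.21). At a threshold of 0.4 only carcinoma 8 was counted.

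**Figure D3:**
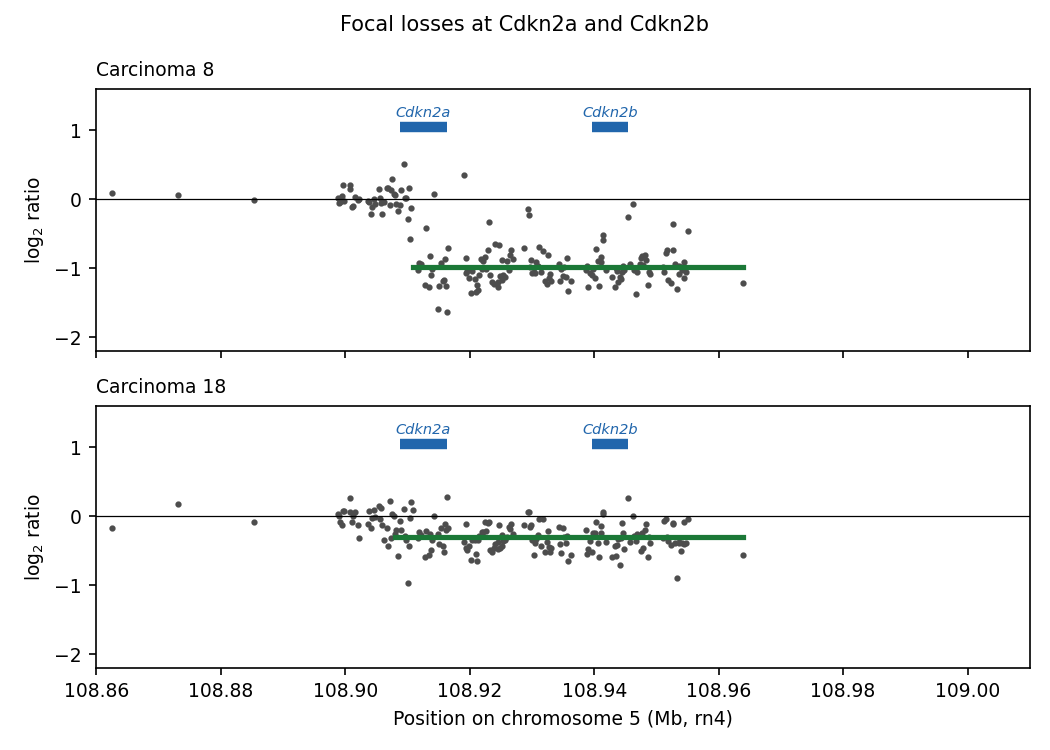
Log2 ratio of carcinoma over ear (vertical axis) of each probe (points) along chromosome 5 of rn4 in Mb (horizontal axis) in carcinomas 8 and 18. Blue bars mark *Cdkn2a* and *Cdkn2b*, and green lines mark the called losses at their mean, overall −0.98 in carcinoma 8 and −0.31 in carcinoma 18.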

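Called losses covered *Cdkn2a* and *Cdkn2b* in 7 carcinomas (33.3%; exact Clopper-Pearson 95% interval, 14.6% to 57.0%). Over the 118 probes from the start of *Cdkn2a* to the end of *Cdkn2b*, the mean log2 ratio was between −0.46 and −0.30 in the 5 carcinomas with a large deletion of chromosome 5. It was between −0.06 and 0.07 in the 14 carcinomas without a loss there. At a threshold of 0.4 the count fell to 2 carcinomas, 8 and 13.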

Combined, focal and large deletions affected this chromosomal region in 8 carcinomas (38%). Deletions of 5q36 were found in 7 carcinomas (33%). 

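The part of chromosome 5 between *Arid1a* and *Spen* (151.4 to 160.4 Mb, 461 probes), taken for 5q36, had a loss in the 5 carcinomas with a large deletion of the chromosome and in carcinoma 20 (6 carcinomas, 28.6%; exact Clopper-Pearson 95% interval, 11.3% to 52.2%). The mean log2 ratio of the lost probes was between −0.67 and −0.33. The median over the region was between −0.65 and −0.32 in these 6 carcinomas and between −0.09 and 0.08 in the other 15. The count was 4 carcinomas at a threshold of 0.4.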

Copy-number gains were relatively rare (Fig 2A). 

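Called losses covered 4.84% ± 5.91 of the probed genome per carcinoma (SD, n = 21; 0% to 19.8%), and gains covered 0.463% ± 0.945 (SD, n = 21; 0% to 3.49%). More of the genome was lost than gained in 14 carcinomas and more was gained than lost in 3, and the mean difference between the lost and gained shares was different from 0 (permutation test with 100000 sign flips, two-sided, p = 0.000990). Of the alternatives, a threshold of 0.15 moved the gained share most, to 1.29%, with 5.74% lost. Of 2731 bins of 1 Mb, 243 were gained in at least 1 carcinoma and 1450 were lost in at least 1. No bin was gained in more than 2 carcinomas.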

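A gene was counted as lost or gained where at least 50% of the probes within its rn4 limits, as S1 Dataset lists them, lay in a called aberration, and where fewer than 2 probes lay within, if the aberration contained it. Of the 45 genes of Table 6, 27 were lost in at least 1 carcinoma and 6 were gained, each of the 6 in 1 carcinoma. After *Cdkn2a* and *Cdkn2b*, the most often lost were *Arid1a* and *Spen* (6 carcinomas), followed by *Pik3r1* and *Map3k1* (5 carcinomas) and *Bub1b* (4 carcinomas). *Pik3r1* (chromosome 2, 32602672 to 32675350) was covered by 6 probes and *Map3k1* (43062251 to 43125940) by 3. *Mier3*, at 43.0 Mb of chromosome 2 beside *Map3k1*, was lost in the same 5 carcinomas. Of the 94 genes in S1 Dataset, 84 could be placed on the assembly, and 3.81 ± 3.98 of them were lost per carcinoma (SD, n = 21; 0 to 13). Gains covered such genes 8 times, in 4 carcinomas. Losses covered more than 80% of a chromosome 12 times, in 8 carcinomas. Of the alternatives set before the data were examined, a threshold of 0.4 moved the number of lost genes most, to 2.0 per carcinoma. Centering on the mode with a threshold of 0.15, chosen after seeing the data, gave 7.33 per carcinoma.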

We identified many genes relevant to human breast cancer [27] in the chromosomal regions exhibiting copy-number changes (Table 6). Interestingly, the number of genes affected by copy-number loss was positively correlated with age at tumor detection (Fig 2B, *P* < 0.01), which could be explained by correlation with the number of chromosomes with large deletions spanning >80% of the chromosome (Fig 2C, *P* < 0.01). 

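The carcinomas analyzed here were compared with the paper's counts for 28 carcinomas of SD rats, which mixes calls made in different ways. The SD carcinomas were in part γ-ray-induced, in part neutron-induced and in part sporadic. The comparison therefore also mixes exposures and is not a contrast of strain alone. Of the 45 genes of Table 6, the share of carcinomas with a loss was higher than the paper's share for SD rats for 27 genes, lower for 2 and the same for 16. Tested gene by gene with a two-sided Fisher's exact test, 5 genes had an unadjusted p under 0.05, and none passed this threshold after Benjamini-Hochberg adjustment over the 45 genes. The smallest p was that of *Arid1a* and *Spen* (28.6% of the 21 carcinomas against the paper's 0 of 28; p = 0.00388, adjusted p = 0.0873). For *Pik3r1* and *Map3k1* the adjusted p was 0.120, for *Bub1b* 0.254, and for *Cdkn2a* and *Cdkn2b* 0.489. With arrays centered on the mode and a threshold of 0.15, chosen after seeing the data, 5 genes passed, namely *Pik3r1*, *Map3k1*, *Bub1b*, *Arid1a* and *Spen*.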

The frequencies of copy-number losses and gains involving human-relevant tumor suppressors and proto-oncogenes, respectively, were much higher than those reported in a previous study on SD rats [33] (Table 6, two rightmost columns).

**Fig 2:**
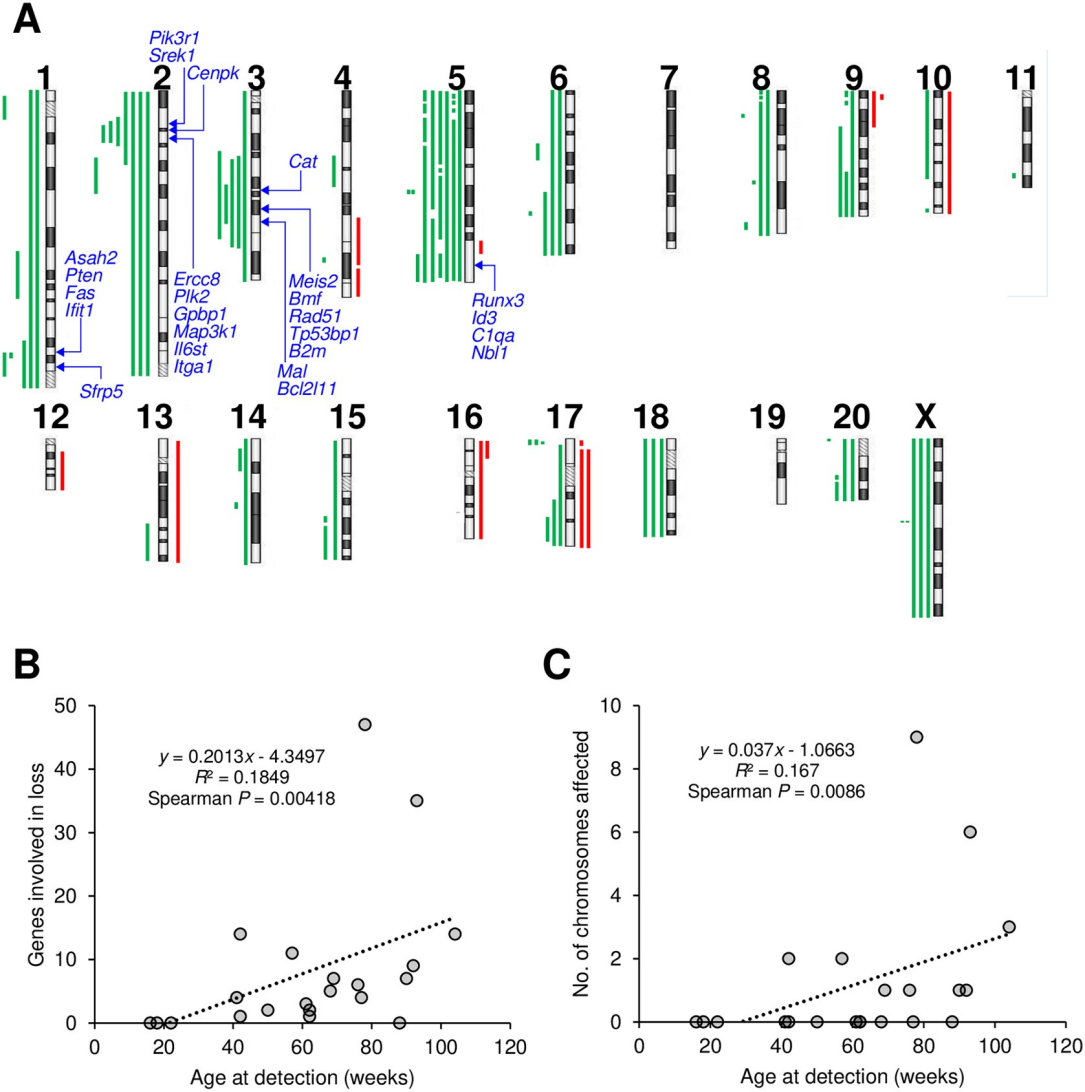
Copy-number aberrations in mammary carcinomas from (SD×COP)F_1_ rats. A, Chromosomal losses (green) and gains (red) in 21 tumors. Aberrations observed in the same carcinoma are arranged vertically, whereas those in different carcinomas are side by side. Locations of genes examined in the expression analysis are shown in blue (see Fig 4 and text). B and C. Correlation between age at tumor detection and genomic changes in tumors. B, Number of breast cancer–related genes affected by copy number loss. C, Number of chromosomes with >80% copy number loss.

**Table 6:** Human breast cancer–related genes in chromosomal regions exhibiting meaningful copy-number changes in (SD×COP)F_1_ mammary carcinoma.

Gene symbol	Role in cancer^a^	Chromosome band	Location (Mb)	Tumors with copy-number change (*n* = 21)		Moriyama et al. [33] (*n* = 28)^b^	
				Loss	Gain	Loss	Gain
*Esr1*	POG/TSG	1q11	35.5–35.8	2 (10%)	0 (0%)	0 (0%)	0 (0%)
*Cnot3*	TSG	1q12	63.9	2 (10%)	0 (0%)	0 (0%)	0 (0%)
*Cic*	POG/TSG	1q21	80.6	2 (10%)	0 (0%)	0 (0%)	1 (4%)
*Palb2*	TSG	1q36	180.9–181.0	3 (14%)	0 (0%)	0 (0%)	0 (0%)
*Men1*	TSG	1q43	209.1	2 (10%)	0 (0%)	0 (0%)	0 (0%)
*Pten*	TSG	1q52	236.8	5 (24%)	0 (0%)	2 (7%)	0 (0%)
*Pik3r1*	POG/TSG	2q12	32.6–32.7	7 (33%)	0 (0%)	0 (0%)	0 (0%)
*Map3k1*	POG/TSG	2q14	43.1	7 (33%)	0 (0%)	0 (0%)	0 (0%)
*Fbxw7*	TSG	2q34	176.7–176.8	3 (14%)	0 (0%)	0 (0%)	0 (0%)
*Notch2*	POG/TSG	2q34	192.8–193.0	3 (14%)	0 (0%)	0 (0%)	0 (0%)
*Notch1*	POG/TSG	3p13	4.6–4.7	1 (5%)	0 (0%)	0 (0%)	1 (4%)
*Bub1b*	TSG	3q35	105.1	5 (24%)	0 (0%)	0 (0%)	0 (0%)
*Foxp1*	POG/TSG	4q34	133.8–134.0	1 (5%)	0 (0%)	0 (0%)	0 (0%)
*Cdkn1b*	POG/TSG	4q43	171.8	1 (5%)	0 (0%)	0 (0%)	0 (0%)
*Cdkn2a*	TSG	5q32	108.9	8 (38%)	0 (0%)	3 (11%)	0 (0%)
*Cdkn2b*	TSG	5q32	108.9	8 (38%)	0 (0%)	3 (11%)	0 (0%)
*Arid1a*	TSG	5q36	151.4	7 (33%)	0 (0%)	0 (0%)	0 (0%)
*Spen*	TSG	5q36	160.4	7 (33%)	0 (0%)	0 (0%)	0 (0%)
*Msh2*	TSG	6q12	11.2–11.3	2 (10%)	0 (0%)	1 (4%)	0 (0%)
*Dnmt3a*	TSG	6q14	26.8–26.9	2 (10%)	0 (0%)	0 (0%)	0 (0%)
*Smarca4*	TSG	8q13	20.7–20.8	2 (10%)	0 (0%)	0 (0%)	0 (0%)
*Atm*	TSG	8q24	56.9–57.0	2 (10%)	0 (0%)	0 (0%)	0 (0%)
*Setd2*	TSG	8q32	114.9–115	2 (10%)	0 (0%)	0 (0%)	0 (0%)
*Mlh1*	TSG	8q32	115.6–115.7	2 (10%)	0 (0%)	1 (4%)	0 (0%)
*Casp8*	TSG	9q31	57.4	2 (10%)	0 (0%)	1 (4%)	0 (0%)
*Crebbp*	POG/TSG	10q12	11.6–11.7	0 (0%)	1 (5%)	0 (0%)	0 (0%)
*Axin1*	TSG	10q12	15.4–15.5	1 (5%)	1 (5%)	0 (0%)	0 (0%)
*Ncor1*	TSG	10q23	48.5–48.6	1 (5%)	1 (5%)	0 (0%)	0 (0%)
*Map2k4*	POG/TSG	10q24	52.0	1 (5%)	1 (5%)	0 (0%)	0 (0%)
*Tp53*	POG/TSG	10q24	56.4	1 (5%)	1 (5%)	0 (0%)	0 (0%)
*Nf1*	TSG	10q35	65.6–65.8	1 (5%)	1 (5%)	0 (0%)	0 (0%)
*Erbb2*	POG	10q31	87.2	0 (0%)	1 (5%)	0 (0%)	0 (0%)
*Cux1*	POG/TSG	12q12	21.3–21.5	0 (0%)	1 (5%)	0 (0%)	0 (0%)
*Tbx3*	POG/TSG	12q16	38.2	0 (0%)	1 (5%)	0 (0%)	0 (0%)
*Nf2*	TSG	14q21	85.4–85.5	1 (5%)	0 (0%)	0 (0%)	0 (0%)
*Rb1*	TSG	15q11	53.8–54.0	1 (5%)	0 (0%)	1 (4%)	0 (0%)
*Znf703*	POG	16q12.3	69.4	0 (0%)	1 (5%)	0 (0%)	0 (0%)
*Fgfr1*	POG	16q12.4	70.9	0 (0%)	2 (10%)	0 (0%)	0 (0%)
*Gata3*	POG/TSG	17q12.3	80.0	3 (14%)	2 (10%)	0 (0%)	0 (0%)
*Apc*	TSG	18p12	26.7–26.8	3 (14%)	0 (0%)	0 (0%)	0 (0%)
*Smad4*	TSG	18q12.2	70.4–70.5	3 (14%)	0 (0%)	1 (4%)	0 (0%)
*Prdm1*	TSG	20q13	48.4–48.5	3 (14%)	0 (0%)	0 (0%)	0 (0%)
*Bcor*	TSG	Xq12	22.7–22.8	4 (19%)	0 (0%)	1 (4%)	0 (0%)
*Atrx*	TSG	Xq22	93.9–94.1	4 (19%)	0 (0%)	1 (4%)	0 (0%)
*Stag2*	TSG	Xq35	2.8–3.0	4 (19%)	0 (0%)	1 (4%)	0 (0%)

^*a*^POG, protooncogene;

TSG, tumor-suppressor gene.

^*b*^Includes γ-ray–induced (*n* = 10), neutron-induced (*n* = 8) and sporadic (*n* = 10) mammary carcinomas in SD rats [33];

details are provided in S1 Dataset, Sheet 4.

### Mammary carcinomas of (SD×COP)F_1_ rats have multiple AIs

A previous study on radiation-induced mammary carcinoma of (WF×COP)F_1_ rats indicated that AIs occur at very low frequency (4–13%) in these tumors; the study did not relate these AIs to copy number aberrations [18]. As the SD strain is an outbred population and genetically heterogeneous, we first searched for simple sequence length polymorphism markers that showed heterozygosity in (SD×COP)F_1_ rats and their parental strains, using genomic DNA obtained from normal ear skin. This search identified 42 markers that showed heterozygosity in tumor-bearing (SD×COP)F_1_ rats (Fig 3, markers in black letters with asterisks). We found 35 instances of AIs across 20 markers in mammary carcinoma genomes from (SD×COP)F_1f_ rats (Fig 3, COP and SD). The frequently lost regions (Fig 3, light grey) of chromosomes 1, 2, 3 and 5 identified in the microarray analysis coincided with markers D1Rat49, D1Rat67, D1Mgh29 (chromosome 1), D2Rat116, D2Rat17 (chromosome 2), D3Mit7, D3Rat164 (chromosome 3), and D5Mit14 (chromosome 5). 

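The position of each marker in Mb was read from Fig 3, and the arrays were examined over the 50 kb on either side of it. D2Rat116 and D2Rat17 lay in called losses in 5 carcinomas each, the same that lost 2q12–15. D3Mit7 and D3Rat164 were lost in the 4 carcinomas with loss of 3q31–42, and D5Mit14 in the 6 with loss of 5q36. D1Rat49 and D1Rat67 were lost only in carcinoma 21 (4.76% of carcinomas). D1Mgh29, for which the paper gives no rn4 position, was not analysed here. Each marker had between 2 and 10 probes within this distance. At a threshold of 0.4, no loss was called at D1Rat49 or D1Rat67.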

In AIs of these markers, imbalance was not strongly biased towards either the SD or COP allele, and the trend varied among chromosomal sites (Fig 3, SD and COP). At several sites, copy-number variations identified using microarrays did not accompany AI, indicating the relatively low sensitivity of AI detection, which is understandable, considering the possibility for contamination of tumor samples with non-malignant cells (e.g., stromal cells). The majority of observed AIs (28/35) were accompanied by microarray-identified copy-number loss (Fig 3, SD and COP on light-grey background), suggesting that these AIs reflected a loss of heterozygosity produced by large deletions. In contrast, AIs accompanying microarray-identified copy-number gain were rare (2/35; Fig 3, SD and COP on black background). Some AIs (5/35) were without copy-number variation (Fig 3, SD and COP on dark grey background), implying that these loss of heterozygosity events were caused by mitotic recombination or chromosome mis-segregation.

**Fig 3:**
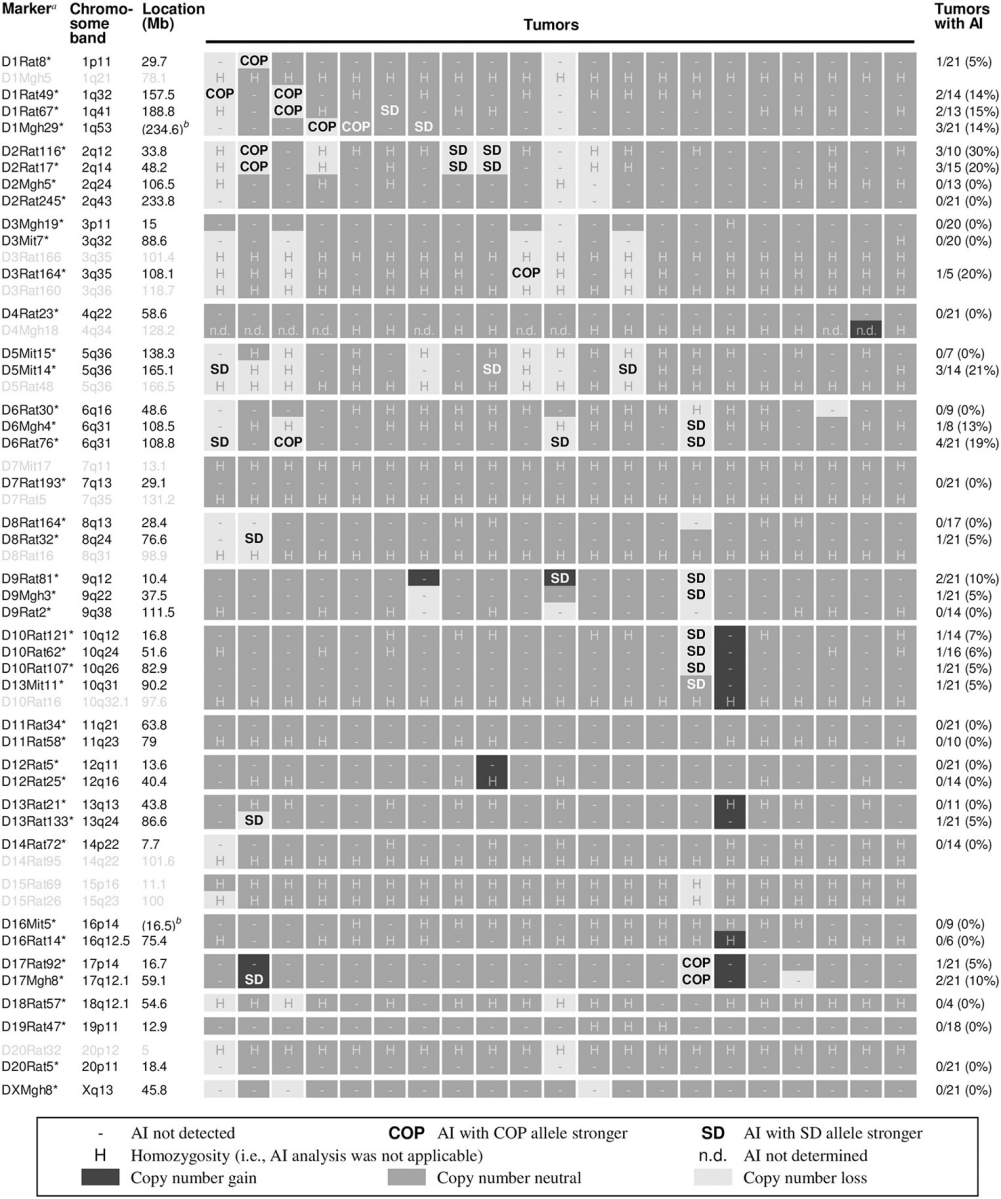
Allelic imbalance (AI) sites observed in (SD×COP)F_1_ mammary carcinomas. Results of the AI analysis along with information from microarray-based copy-number analysis (Fig 2), indicated in grey scale. Columns indicate individual tumors. Note that copy-number variations irrelevant to the indicated markers are not shown. ^*a*^Markers with (black with asterisk) or without (grey) heterozygous individuals. ^*b*^No data present in the rn4 rat genome assembly; values in parentheses are from the Celera assembly. ‘H’, markers exhibiting homozygosity, where allelic analyses were impossible.

### Reduced expression of certain potential cancer-related genes in chromosomal regions with copy-number losses

The observation of frequent copy-number losses in specific chromosomal regions implies that important tumor-suppressor genes may be located within these regions. Among genes known to be related to human breast cancer [27], we previously reported the reduced expression of *Pten* (on 1q52, 0.53-fold), *Pik3r1* (on 2q12, 0.61-fold), and *Map3k1* (on 2q14, 0.75-fold) in mammary carcinomas of (SD×COP)F_1_ rats [22]. 

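On the arrays, the 24 genes of the expression analysis were placed by the positions in Table 1, and the probes within 50 kb of each were examined in the 21 carcinomas. On average a gene was lost in 4.17 ± 1.34 carcinomas (SD over the 24 genes). *Runx3*, *Id3* and *C1qa* on chromosome 5 were lost in 6 carcinomas, and the 7 genes on chromosome 2 in 5. The 9 genes on chromosome 3 from *Cat* to *Bcl2l11* were lost in 4. On chromosome 1, *Asah2*, *Fas* and *Ifit1* were lost in 3 carcinomas and *Sfrp5* in 2. *Nbl1*, which Table 1 places at 148.4 Mb of chromosome 3, had 4 probes within this distance and was lost in none. The gene table of a later assembly places *Nbl1* on chromosome 5, so the count refers to the position in Table 1. Of the settings tried, a threshold of 0.4 gave the lowest mean (2.83 carcinomas per gene). Centering on the mode with a threshold of 0.15, chosen after seeing the data, gave the highest (5.92 carcinomas per gene).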

Here, we investigated the expression of 24 different potentially cancer-related genes found in the chromosomal regions showing copy-number losses. Genes were selected based on functions reported in the NCBI Gene Database (https://www.ncbi.nlm.nih.gov/gene/). Quantitative PCR analysis revealed 11 putative tumor-suppressor genes that had reduced expression in radiation-induced carcinomas (Fig 4). These included *Asah2*, *Fas*, *Sfrp5* (selected from chromosome 1q52–54), *Il6st*, *Itga1* (chromosome 2q12–15), *Meis2*, *B2m*, *Mal*, *Nbl1* (chromosome 3q31–42), and *Id3* and *C1qa* (chromosome 5) (Fig 4). Genes for which expression did not change included *Ifit1* (chromosome 1q52), *Srek1*, *Cenpk*, *Ercc8*, *Gpbp1* (chromosome 2q12–14), *Cat*, *Bmf*, *Rad51*, *Tp53bp1*, *Dusp2*, *Bcl2l1* (chromosome 3q31–42), and *Runx3* (chromosome 5). *Plk2* (chromosome 2q14) was significantly upregulated. The downregulation of these 11 genes supports their potential relevance to radiation-induced mammary carcinogenesis.

**Fig 4:**
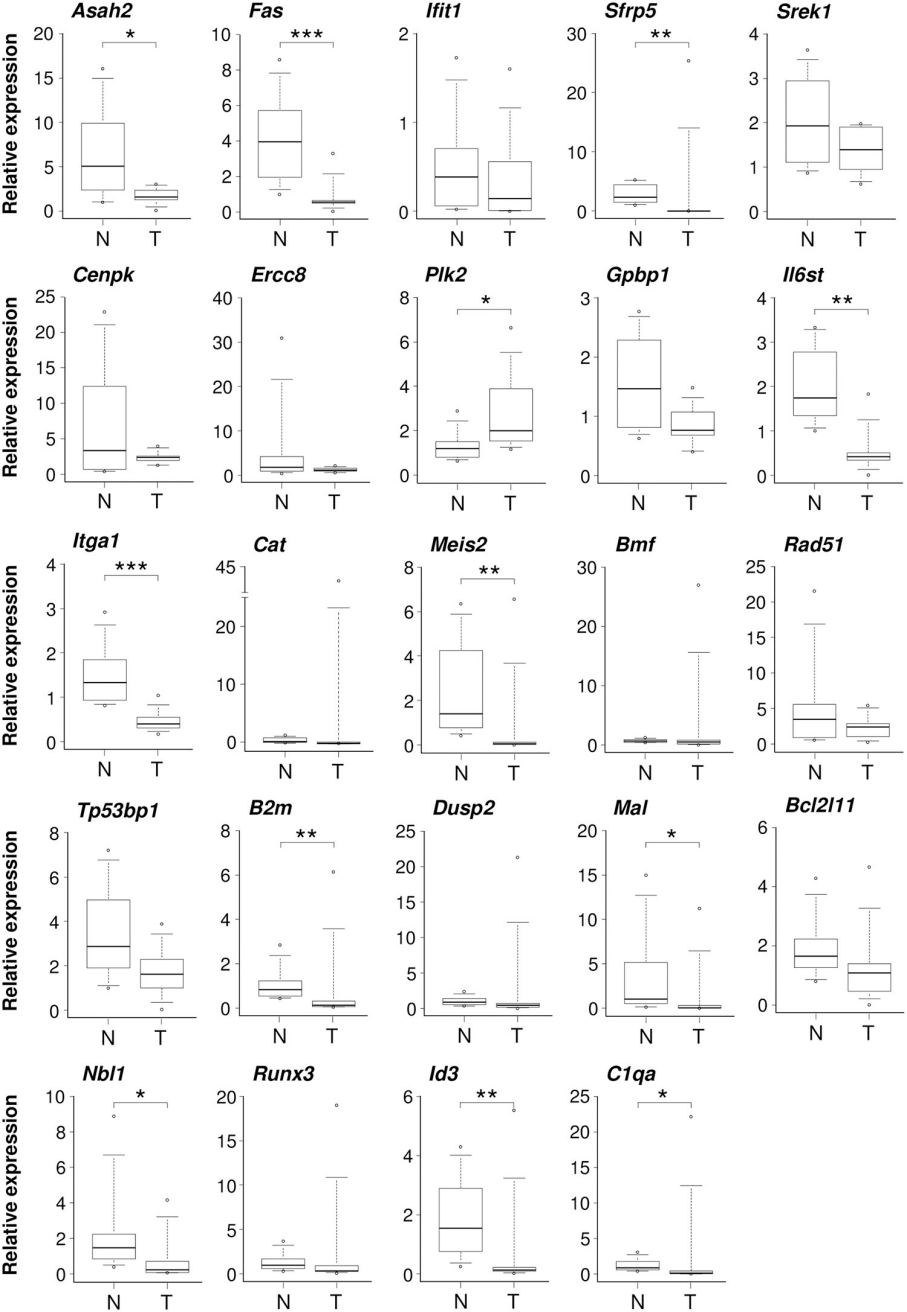
Expression of 24 genes located in chromosomes 1q52–54, 2q12–15, 3q31–42, and 5 showing copy-number losses in mammary carcinomas of irradiated (SD×COP)F_1_ rats. Relative mRNA expression levels of the indicated genes in carcinomas and matched normal mammary glands are shown. N, normal tissues (*n* = 7–8); T, tumors (*n* = 10). Data are presented as box plots with median values indicated by horizontal bars within the boxes. Boxes represent values between the 25^th^ and 75^th^ percentiles, whiskers extend to the 5^th^ and 95^th^ percentiles, and circles represent outliers. *P < 0.05; **P < 0.01, ***P < 0.001 (Mann-Whitney *U* test). Relative expression was normalized to a specific sample.

## Discussion

Epidemiological studies have established that radiation exposure is a risk factor for cancer development in humans, and determining the genetic factors that interact with radiation in this context is vital to understanding individuals’ responses to radiation [3]; however, screening of genetic polymorphisms related to environmental cancer risk in humans generally requires a massive sample size [7]. In this regard, animal models are useful for studying the role of gene-environment interactions in cancer susceptibility. Analyses of F_1_ hybrids of cancer-susceptible and -resistant strains are also advantageous for identifying driver genes in cancer using experimental animal models, including those of radiation-induced carcinogenesis. We examined the mammary-cancer susceptibility of irradiated (SD×COP)F_1_ hybrids of susceptible SD and resistant COP rats and found that they had intermediate susceptibility levels; thus, they are useful for exploring cancer-causing gene mutations. Our approach of combining analyses of copy-number variations and AIs in mammary cancer successfully identified marginally frequent (14–38%) copy-number losses in chromosome regions 1q52–54, 2q12–15, and 3q31–42 as well as chromosome 5, with many genes in these regions showing reduced expression. This frequency is higher than the AI frequency reported in radiation-induced mammary cancer of (WF×COP)F_1_ rats (4–13%) [18], and higher than the frequency of copy number changes in breast cancer–relevant genes in SD rats (4–11%) [33]. Thus, (SD×COP)F_1_ rats offer a new option in the search for causative genes of radiation-induced mammary cancer.

The present study is the first report of mammary carcinogenesis in irradiated COP and (SD×COP)F_1_ rats. COP rats are completely resistant to chemically induced mammary carcinogenesis [11]. In the present study, mammary carcinoma developed in irradiated COP rats after 60 weeks post-irradiation. As chemically induced tumor development usually occurs earlier (typically within 30 weeks post-induction [11]), the observation period tends to be shorter for chemically induced carcinogenesis experiments than for radiation-induced carcinogenesis experiments (e.g., 300 days in Isaacs 1988 [11] vs. >100 weeks in the present study). Thus, the lack of mammary carcinomas following chemical induction may be due to the shortened observation period.

The longer observation period in the present study also enabled evaluation of susceptibility to the development of benign mammary tumors (fibroadenoma and adenoma), which showed the same tendency as susceptibility to mammary carcinoma. This similarity might be understood given that each of these lesions is of epithelial origin and that the resistance exhibited by COP rats has been attributed to epithelial cells [34].

The inheritance of COP rat resistance to chemically induced mammary carcinogenesis has been reported to be dominant under a short observation period [11]. This is in stark contrast to our finding that the susceptibility of (SD×COP)F_1_ hybrids was intermediate, i.e., between that of its parent strains, which is logical, as this trait is known to be polygenic [19]. The inheritance of benign mammary tumors has not yet been reported because most of the previous experiments used chemical carcinogens, which mainly induce carcinoma. The present finding indicates that inheritance of benign tumor resistance in (SD×COP)F_1_ hybrids is similar to that of carcinoma, suggesting a common mechanism of resistance to carcinoma and benign tumors in COP rats.

The present study identifies chromosome regions 1q52–54, 2q12–15, and 3q31–42 and the entire chromosome 5 as sites of potentially relevant cancer-related genes. We previously reported aberrations of genes related to the phosphoinositide 3-kinase (PI3K) pathway, including downregulation of *Pten* (1q52) and mutations of *Pik3r1* (2q12), in mammary cancers from the same cohort of irradiated (SD×COP)F_1_ rats [22], but the frequency of these mutations was low (i.e., 1 of 14 for each mutation). Copy number loss of *Pten* observed in (SD×COP)F_1_ rats (24%) has also been reported in SD rats [33]. Chromosome 1q52–54 coincides with the location of the mammary-cancer susceptibility quantitative trait locus (QTL) *Mcs17*. The SD allele of this QTL is associated with an increased number of chemically induced mammary carcinomas compared with the COP allele [35]. By contrast, in our data, the polymorphic marker D1Mgh29, which is located on chromosome 1q52–54, shows a higher rate of loss of the potential susceptibility SD allele (2 of 3), suggesting a different role for this allele in the present model. Analysis of the human counterpart of this region (10q23) revealed frequent losses in sporadic breast cancers [36]. On the other hand, rat chromosome 2q14 (which harbors *Gpbp1*, *Map3k1* and *Il6st*) coincides with *Mamtr3* (also known as *Mcs1b* or *Mcs10*), another mammary-cancer susceptibility QTL for which the COP allele confers resistance to chemically induced mammary carcinogenesis [37]. *Map3k1* (43.1 Mb of chromosome 2) and *Mier3* (43.0 Mb) have been identified as candidate susceptibility genes within this region [38]. Our data indicate that loss of the markers D2Rat116 and D2Rat17, which flank *Map3k1* and *Mier3*, are biased to the potentially resistant COP allele. Analysis in humans indicated that *MAP3K1* is the gene in the corresponding region (human chromosome 5q11.2) with the greatest influence on risk of breast-cancer development [39]. No QTL has been reported on chromosome 3q31–42, suggesting the existence of important unidentified determinants of susceptibility. A further search for candidate causative genes in this region is thus warranted, and downregulated genes identified in the current study, namely *Meis2*, *B2m*, *Mal*, and *Nbl1*, are candidates for further study. Comparison with previous measurements of gene expression changes in radiation-induced SD rat mammary carcinoma [24] (S2 Fig) supports downregulation of *Fas*, *Sfrp5* (chromosome 1q52–54), *Itga1* (chromosome 2q12–15), *Meis2*, *B2m*, *Mal* (chromosome 3q31–42), *Id3*, *C1qa*, and *Nbl1* (chromosome 5), reinforcing the role of these genes as potential tumor suppressors. A previous study on irradiated (WF×COP)F_1_ rats revealed somewhat less frequent AI of markers located on 1q32–56 (1–3 of 24 tumors, 4–12%) and 2q24–34 (1–2 of 25 tumors, 4–8%) [18], implying that the mechanisms underlying mammary carcinogenesis differ between SD and WF rats.

Our present analysis indicated a positive correlation between large deletions and age at tumor detection, implying another benefit of the long observation period. This observation suggests that some tumors develop via accumulation of large chromosomal deletions which requires time, whereas those that develop early may use other mechanisms, such as point mutations, inversions, and translocations.

Beside the above-mentioned susceptibility loci, several factors should be considered that may have caused the observed strain difference. Burden of mammary tumor virus has been related to mammary tumor susceptibility in some mouse strains [40], and a counterpart tumor virus has been reported in rats [41], but has not been confirmed extensively; however, we cannot completely rule out the possibility that the strain difference observed in the current study is due to virus burden. Genetic contamination has been reported as another factor influencing disease susceptibility in specific rat strains [42, 43]. The current SD and COP strains were maintained under strict management; nevertheless, as genetic tests were not conducted, the possibility of contamination cannot be excluded. It is also possible that systemic factors affect tumor development. Long-term hormone administration to COP rats has been reported to promote development of mammary tumors that would otherwise undergo spontaneous regression [44]. Fat tissue is a source of estrogen, especially after senescence of ovarian function; thus, obesity and being overweight promote breast cancer development [45]. The difference in body weight among rat strains reported herein, which is concordant with that associated with mammary cancer susceptibility, is therefore a plausible factor that could explain the observed susceptibility.

In humans, sporadic breast cancers generally exhibit multiple DNA copy number aberrations, consistent with the present animal model. By contrast, there is little evidence of genetic aberrations in radiation-induced breast cancer in humans. In the present study, the regions showing copy number aberrations in tumors from (SD×COP)F_1_ rats did not necessarily correspond to those previously reported in SD rats [33]. This strain difference suggests that copy number aberrations in radiation-induced breast cancer are subject to the influence of genetic background. In fact, in a study of human breast cancers that developed as second primary cancers after radiotherapy (*n* = 3 tumors), no common deletions or inversions that could be causative were reported; rather, multiple deletions and inversions of non-coding regions were reported [46]. Larger investigations are thus warranted to clarify the common genetic changes detected in radiation-induced human cancers.

The present study has the following limitations. First, results should be compared between irradiated and non-irradiated groups to determine extent to which the present findings can be attributed to radiation exposure or genetic characteristics. Second, our results may have been affected by variation in exposure conditions, such as radiation dose, dose rate, fractionation regimen, radiation type, age at time of exposure, hormonal conditions at time of exposure, and whether the whole or partial body was irradiated. This point remains open for future study. Third, it is unclear whether the mammary carcinoma subtype is strain-dependent. Our previous studies on mammary carcinomas of (SD×COP)F_1_ (*n* = 24 tumors) and SD (*n* = 85 tumors) rats indicated that they are mainly (70%–90%) of the luminal subtype [22, 32, 33], consistent with reports from other laboratories [47, 48]. Further studies are required to clarify if this applies to COP rats, as the number of tumors obtained in our study was small (*n* = 9) due to the high resistance of the strain.

Taken together, the present study clearly indicates that irradiated (SD×COP)F_1_ hybrid rats are intermediately susceptible to mammary carcinogenesis, and hence are a useful model for exploring potentially causative gene mutations in mammary cancer. Chromosome regions 1q52–54, 2q12–15, and 3q31–42 and chromosome 5 are expected to harbor driver mutations relevant to mammary carcinogenesis. This study also suggests that mammary cancer in (SD×COP)F_1_ rats involves many genetic aberrations that are relevant to human breast cancer and thus offers a good model for basic research.

## Supporting information

S1 Dataset Unprocessed data. Sheet 1: Animal and tumor development data used for Fig 1 and Tables 3–5. Sheet 2: Tumor location and tumor type data in Table 2 and age at first tumor detection data used for Table 3. Sheet 3: Quantitative PCR data used for Fig 4. Sheet 4: Copy-number aberration data used for Table 6. Sheet 5: Previous expression microarray data mentioned in Discussion.
(XLSX) Click here for additional data file.

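Sheet 4 lists genes related to human breast cancer, with their rn4 limits where these were found, and marks for each gene and each tumor whether its copy number was lost, gained or unchanged. Its last lines give the number of genes changed in each tumor and the tumor's age at detection. It holds 94 genes and 21 tumors from 16 animals. In the paper's table, 8.19 ± 11.9 genes per tumor are marked as lost (SD, n = 21; 0 to 47). The tumors carry other codes than the arrays, and no list pairs the codes, so that the ages were not joined to the arrays here.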

S1 Fig Effect of selection of tumors. Distribution of tumor weight (A), age at tumor detection (B), age at autopsy (C), and tumor age (i.e., interval between tumor detection and autopsy) (D). Circles, individual tumors; horizontal and vertical bars, mean and SD. *P* values, Welch’s *t* test.
(TIF) Click here for additional data file.

S2 Fig Expression of genes in SD rat mammary carcinomas. Genes in Fig 4 in mammary carcinomas from SD rats from a previous microarray analysis [24]. Expression levels are standardized against the 75^th^ percentiles of all genes on individual microarrays and are expressed as log_2_ values. Probe IDs are shown above the gene symbols. Data are presented as the mean and SD. * *P* < 0.05, Mann-Whitney *U* test.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

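Genomic DNA of 21 mammary carcinomas from γ-irradiated (SD×COP)F_1_ rats (4 Gy at 0.5 Gy per min at 7 weeks of age) was hybridized with DNA of normal ear to 21 Agilent Rat CGH arrays. Each carcinoma was hybridized once. The paper's table lists 21 tumors from 16 animals, and because it is not known here which arrays share an animal, intervals and tests took the carcinomas as independent and are too narrow if tumors of an animal are alike. Carcinoma DNA carried Cy5 and ear DNA Cy3 on every array, without dye swaps. The arrays were taken as 21 carcinomas of 1 condition, numbered as in the labels of the arrays. The ages, allelic imbalances and expression values of the paper belong to tumors under other codes and were not joined to the arrays.

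The authors deposited the scanner output of each array, with a log10 ratio of Cy5 over Cy3 and the signal intensity in each channel for every spot. The intensity values had been background-subtracted with spatial detrending and scaled by linear dye normalization in Feature Extraction (10.7.3.1 in the file headers). The log10 ratio is that of these processed intensities and was not centered by the authors. The authors also deposited a table of log2 ratios with 1 value per probe. Set against the scanner values of the same array, that log2 table differed by 1 constant per array, between −0.14 and 0.02, with a correlation that rounds to 1.00 on every array. The rule behind these constants is not stated in the paper's text, and they lay nearer to mode centering than to median centering in 10 of the 21 arrays. The table was used only as an alternative.

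From these values, the log2 ratio of carcinoma over ear was computed, control spots and spots marked as non-uniform or as population outliers were left out (median of 155 per array), and replicate spots of a probe were averaged. The 96626 probes on chromosomes 1 to 20 and X of rn4 were kept, and each array was centered on the median of its autosomal probes. Single extreme probes were clipped at 4 noise SDs from the running median of 5 probes before segmentation. Segments were found per chromosome by penalized least squares with a penalty of 25 times the noise variance, and segments of at least 5 probes at least 0.25 from 0 on the log2 scale were called. Neighboring called segments of the same sign were merged. No sequencing depth applies to arrays. The noise of each array and the number of arrays set the precision.

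Frequencies were given with exact Clopper-Pearson 95% intervals, which cover the sampling of 21 carcinomas and not errors of calling. The recurrence of losses was tested with 10000 random shifts of each carcinoma's losses along the genome, and the lost and gained shares with 100000 sign flips. Counts per gene were compared with the paper's counts for SD rats by Fisher's exact test with Benjamini-Hochberg adjustment over the 45 genes of Table 6. The median log2 ratio of 1-Mb bins with at least 10 probes was tested against 0 with limma (an intercept and empirical Bayes), with Benjamini-Hochberg adjustment at 0.05. Correlations were tested by permutation. The slides, with at most 2 arrays each, and the 4 scans were treated as possible batches.

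The genes named in the text follow a rule fixed before the data were examined. It admits every gene that the paper names for the copy-number analysis (Table 6, the 24 genes of Table 1, *Mier3*) and the markers of Fig 3 named in the text. Outside these it admits only regions lost or gained in at least 4 of the 21 carcinomas, 1 more than the 3 that a count of 0 allows. Some stretches among the other observations miss this rule, such as that on chromosome X and the highest gains. They were singled out after their values were seen. Regions were bounded by genes, because no table of chromosome bands was used here. Genes were placed by the limits in S1 Dataset or by the positions in Table 1, and *Nbl1* was kept out of the limits of 3q31–42 because Table 1 and the text place it differently.

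The alternatives set before the data were examined were call thresholds of 0.15 and 0.4, minimums of 3 and 10 probes, penalties of 15 and 50, a recursive interval search with a score of at least 6, mode centering, normexp background correction with an offset of 50, only probes well above background on every array (96340 probes), and the authors' log2 table. For large losses 70% and 90% of a chromosome were tried, for regions 50% of the probes, and for bins a size of 5 Mb and the slide as a random block. The normexp correction used median signals, since mean signals were not used here. A correction for GC content was not run, because neither probe sequences nor rn4 were used here. After the data were seen, 3 settings were added, namely removal of each probe's median over the arrays, mode centering with a threshold of 0.15, and both together.

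The calling, the recurrence test and limma were tested on simulated data. On 21 simulated arrays of 96626 probes with the noise of the real ones, segments of 5 probes at a log2 ratio of −0.5 were found in 85.7% of cases and at −0.35 in 16.7%. Segments of 10 probes at −0.35 were found in 88.1% of cases, all segments of at least 20 probes were found, and no false call was made. The recurrence test gave a p under 0.05 in 1.0% of 200 sets without shared regions, and in 100.0% of 50 sets in which 10 carcinomas shared 20 of the 2731 bins. In 2701 simulated bins, limma found 91.0% of 200 changed bins, with 4.71% of its calls false.

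The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.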

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

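The test of probe effects reported in this part was chosen only after the result had been seen.

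Losses in at least 4 of the 21 carcinomas, above the 3 that a count of 0 allows, extended beyond the genes that bound 2q12–15 and 3q31–42. On chromosome 2, 7 bins of 1 Mb between 28000001 and 51000000 but outside *Pik3r1* to *Itga1* were lost in 4 or 5 carcinomas. On chromosome 3, 8 bins between 85000001 and 121000000 but outside *Cat* to *Bcl2l11* were lost in 4 carcinomas. When losses were shifted at random, the highest count anywhere in the genome had a median of 4 and a 95th percentile of 5. Counts of 4 or 5 are thus within what random placement gives somewhere in the genome. None of the breast cancer-related genes that S1 Dataset places on the assembly lies in these bins. The marker D2Rat17, which the paper names among the markers in lost regions, lies in 1 of the bins on chromosome 2.

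A probe effect shared by all arrays is 1 technical explanation. It would lower the same probes in every array, and removing the median of each probe over the 21 arrays would then clear the bins. With these medians removed, 11 of the bins were still lost in at least 4 carcinomas, all 8 on chromosome 3 and 3 of the 7 on chromosome 2, which argues against a shared probe effect as the whole cause. On chromosome 2 the highest count fell from 5 to 4 carcinomas. In 2q12–15 the carcinoma no longer counted was 10, whose lost probes there had a mean log2 ratio of −0.25, at the threshold. A contribution of probe effects to single calls on chromosome 2 stays open. The limits of the regions were set by genes and not by chromosome bands, and whether the bins lie within the bands that the paper names was not tested. No biological explanation was tested, since all carcinomas belong to 1 condition.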

How the results depend on the processing

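The settings were fixed before the data were examined, except for 3 that were chosen after seeing the data: removal of each probe's median over the arrays, mode centering with a threshold of 0.15, and both together. They were added when the first counts were known to lie below the paper's, and the counts under the last were seen before it was listed. No paired analysis was possible because all carcinomas belong to 1 condition and each array already sets a carcinoma against an ear. A correction for GC content was not run, because neither probe sequences nor rn4 were used here.

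Each result was compared with its value under the alternatives fixed beforehand. Of these comparisons, 167 kept their direction and their side of the threshold or stayed within the interval or spread. The interval and spread describe the sampling of carcinomas. Staying within them therefore does not decide whether a setting matters for the same carcinomas, and the ranges of the values are given instead. Loss of 1q52–54 was called in 2 to 3 carcinomas, of 2q12–15 in 3 to 5, of 3q31–42 in 4 to 5, of 5q36 in 4 to 6 and of nearly all of chromosome 5 in 3 to 5. Focal deletions of *Cdkn2a* and *Cdkn2b* were called in 1 to 2 carcinomas. The p of the recurrence test ranged from 0.000700 to 0.0292. The lost share of the genome ranged from 2.90% to 5.74% and the gained share from 0.199% to 1.29%, with a p between 0.000640 and 0.00330 for their difference. No gene of Table 6 differed from the paper's SD counts after adjustment under any of these alternatives.

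The exceptions among these alternatives were 3. Loss of *Cdkn2a* and *Cdkn2b* fell from 7 to 2 carcinomas at a threshold of 0.4, since the mean log2 ratio there lay between −0.40 and −0.30 in the others. With 5-Mb bins, limma called 189 of 555 bins instead of 1045 of 2701, and fewer bins were tested. In the paper's own table, Pearson's r between age and genes lost was 0.375 (permutation test, p = 0.112) without the 2 tumors farthest from the median age, detected at 16 and 18 weeks, against 0.430 with all tumors. Among 76 counts for single genes and markers, a threshold of 0.4 lowered 45, of which 13 left their interval, and every other alternative kept all counts within it.

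Of the settings chosen after seeing the data, mode centering with a threshold of 0.15 raised the p of the recurrence test to 0.140, let 5 genes of Table 6 pass the adjusted threshold against the paper's SD counts, and raised the mean count of the 24 expression genes to 5.92 carcinomas. With each probe's median also removed, the recurrence p was 0.0533 and 4 genes of Table 6 passed. Under the former setting, carcinomas 13 and 19 had 40.4% and 40.0% of the genome in losses, against 14.3% and 3.94% at first, and otherwise the cause was not tested. These settings left 37 further comparisons on the same side or within the spread, by the same weak measure.

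On each array, at least 99.8% of the probes were well above background. With only probes well above background on every array kept, loss of 2q12–15 fell from 5 to 4 carcinomas. The carcinoma no longer counted was 10, whose lost probes there had a mean log2 ratio of −0.25, at the threshold. Of the 76 counts for single genes and markers, 11 were then lower. Leaving out the dim probes thus changed at least this call at the threshold. Noise limits short or shallow losses. In simulated arrays with the noise of the real ones, 16.7% of losses of 5 probes at −0.35 were found, so that such losses were not detectable in most cases.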

Differences from the paper's values

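The settings described here as chosen after seeing the values are mode centering with a threshold of 0.15, removal of each probe's median over the arrays, and both together. No test was run on the differences themselves.

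For 1q52–54 the paper's count is 5 carcinomas, and 3 were called here. All 12 alternatives set before the data were examined gave 2 or 3 carcinomas and differ from the paper's count. Mode centering with a threshold of 0.15, with or without removal of the probe medians, gave 5 carcinomas and was chosen after seeing the values.

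A count is taken to differ where one value is more than 1.5 times the other, or where only one is 0. Of the 90 counts of lost or gained genes in Table 6, 37 differ in this sense, 25 of losses and 12 of gains, among them the following. The paper's count of losses is 2 and the count here 0 for *Esr1*, *Cnot3*, *Cic* and *Men1*. For *Palb2*, *Gata3*, *Apc* and *Prdm1* the paper gives 3 losses against 1 here, and for *Fbxw7*, *Notch2* and *Smad4* 3 losses against 0. The paper's 4 losses of *Bcor* stand against 1, and its 4 losses of *Atrx* and of *Stag2* against 2. *Dnmt3a*, *Smarca4*, *Atm* and *Setd2* have 2 losses in the paper and 1 here. *Notch1*, *Foxp1*, *Cdkn1b* and *Nf2* have 1 loss in the paper and 0 here. Of gains, the paper gives 1 and none was called here for *Crebbp*, *Axin1*, *Ncor1*, *Map2k4*, *Nf1*, *Erbb2* and *Znf703*. It gives 2 gains of *Fgfr1* and of *Gata3*, against 1 here. It gives 0 gains of *Foxp1* and *Cdkn1b*, against 1 here, in carcinoma 18.

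Of the 11 alternatives set before the data were examined, a threshold of 0.15 no longer differs for losses of *Cnot3* and *Gata3* and gains of *Znf703* and *Fgfr1*. A threshold of 0.4 no longer differs for gains of *Foxp1* and *Cdkn1b*, the recursive interval search for gains of *Foxp1*, and normexp background correction for losses of *Gata3*. For the other 31 of these 37 counts, all 11 alternatives differ from the paper.

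Mode centering with a threshold of 0.15, chosen after seeing the values, no longer differs for 25 of the 38 counts, among them 1q52–54, losses of *Esr1*, *Cnot3*, *Cic*, *Palb2*, *Men1*, *Fbxw7*, *Notch2*, *Notch1*, *Dnmt3a*, *Gata3*, *Apc*, *Prdm1*, *Atrx* and *Stag2*, and gains of *Crebbp*, *Axin1*, *Ncor1*, *Map2k4*, *Nf1*, *Erbb2*, *Znf703* and *Fgfr1*. With the probe medians also removed, also chosen after seeing the values, 16 no longer differ, among them losses of *Cdkn1b*. Removal of the probe medians alone, chosen likewise, no longer differs for losses of *Cdkn1b* and gains of *Foxp1* and *Cdkn1b*, but differs for 2q12–15, *Pik3r1* and *Map3k1* (the paper's 7 against 4).

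Of the 45 counts of losses, 32 lie below the paper's, and some of these by less than the ratio used for a difference. The paper gives 5 carcinomas for 3q31–42, which a penalty of 15, set before the data were examined, reached. Mode centering with a threshold of 0.15, chosen after seeing the values, reached the paper's 7 carcinomas for 2q12–15, *Pik3r1* and *Map3k1*, its 6 for nearly all of chromosome 5, its 7 for 5q36, *Arid1a* and *Spen*, and its 8 for *Cdkn2b*. With the probe medians also removed, also chosen after seeing the values, the paper's 5 for 3q31–42 and for *Bub1b* and its 7 for 5q36 and *Arid1a* were reached. No setting reached the paper's 8 carcinomas for *Cdkn2a* and *Cdkn2b* together, and the highest count was 7.

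Other alternatives set before the data were examined moved counts away from the paper's. A threshold of 0.4 makes 15 further counts differ, among them 2q12–15 (the paper's 7 against 3), 5q36 (the paper's 7 against 4), nearly all of chromosome 5 (the paper's 6 against 3), focal deletions of *Cdkn2a* and *Cdkn2b* (the paper's 2 against 1) and all their losses (the paper's 8 against 2). A penalty of 50 and the filter on dim probes each make 2q12–15, *Pik3r1* and *Map3k1* differ (4 carcinomas), a share of 90% makes nearly all of chromosome 5 differ (3 carcinomas), and a threshold of 0.15 makes gains of *Men1*, *Smarca4* and *Setd2* differ (the paper's 0 against 1).

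The paper's table marks 8.19 ± 11.9 breast cancer-related genes as lost per tumor (SD, n = 21), and 3.81 ± 3.98 were counted here (SD, n = 21). These means are more than 1.5 times apart, and the lower one is that counted here. The gap is smaller than the SD between single tumors, which is not the relevant error if the table and the arrays describe the same carcinomas. The alternatives set before the data were examined gave 2.00 to 4.43 genes, and the 3 alternatives chosen after seeing the values gave 3.67 to 7.33, the highest with mode centering and a threshold of 0.15.

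The paper gives a mean resolution of 14.5 kb for the array. The mean distance between neighboring probes here is 28.1 kb, and the median is 18817 bp. No alternative bears on this value.

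The paper places D1Rat49 and D1Rat67 in frequently lost regions of chromosome 1. Each lay in a called loss in 1 carcinoma here. It also places *Nbl1* among genes in regions of chromosome 3 with losses. At the position that Table 1 gives, no loss was called here in any carcinoma. The paper's text elsewhere, and the gene table of a later assembly, place *Nbl1* on chromosome 5, so that the absence refers to this position and not to the gene.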

Other observations

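The tests of shallow losses, of the depth at *Cdkn2a* and *Cdkn2b*, of short losses, of losses shared by the same carcinomas, of dim probes and of calls gathered on single chromosomes were chosen only after the result had been seen.

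In carcinomas 13 and 19, large parts of the genome lay at a level between 0 and that of the deepest losses. The median of the array lay below its mode by more than in the other carcinomas (−0.10 and −0.09 on the log2 scale). After mode centering, segments of at least 100 probes at least 0.15 below 0 were divided into 2 levels, a number imposed by the method. In carcinoma 13 the levels were −0.64 (chromosomes 3, 5 and 15) and −0.25 (chromosomes 1, 2, 6, 8, 17, 18, 20 and X), and in carcinoma 19 they were −0.45 (chromosomes 6 and 9) and −0.21 (chromosomes 1, 2, 3, 5, 17, 18 and 20). A probe effect shared by all arrays is argued against, since 36.7% of the genome of carcinoma 19 and 33.6% of that of carcinoma 13 still lay in losses with mode centering, a threshold of 0.15 and the median of each probe removed. The shallow level may come from loss of 1 copy in cells with more than 2 copies, or from loss in part of the tumor cells. On a linear scale the shallow losses had 0.520 of the depth of the deep ones in carcinoma 19 and 0.448 in carcinoma 13, where the shallow level includes all of chromosome X, called as lost, so that this ratio mixes called and uncalled losses. These explanations cannot be told apart from the ratio alone, because the share of tumor cells is not known. The paper does not report the shallow levels.

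The focal loss of *Cdkn2a* and *Cdkn2b* in carcinoma 8 was deeper than the other losses of that carcinoma, whose mean log2 ratio was −0.44 (2 losses of at least 20 probes, 1087 probes in all; 2 shorter losses were left out). If those are losses of 1 of 2 copies, loss of both copies in the same cells predicts −1.09. The observed mean was −0.98 (standard error over probes 0.03), nearer to this value than to −0.44, so loss of both copies is a candidate explanation, as a hypothesis. A probe effect at the locus is argued against, since over *Cdkn2a* to *Cdkn2b* the lowest mean in the 14 carcinomas without a loss there was −0.056 (log2). In carcinoma 18 the focal loss was at −0.31. Only 1 other loss there had at least 20 probes (−0.29, 76 probes), with 3 shorter ones left out, and it lies between gains on chromosome 4. It gives a prediction of −0.64 for loss of both copies, but is no firm basis for it, and the number of copies lost in carcinoma 18 stays open.

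Of the 171 calls, 56 were shorter than 1 Mb. Short losses could be inherited differences between the DNA of the carcinoma and that of the ear, in which case their depth would not follow the share of tumor cells. For the arrays, the paper does not state whether the ear DNA came from the same rat, and inherited differences could be excluded only if it did. The short losses on chromosome 5 from 133983630 to 134571012, a stretch with dim probes, were left out here. Across the 10 carcinomas that then had both short and long losses, the mean log2 ratio of the short losses followed that of the long ones. Pearson's r was 0.641 (permutation test, p = 0.0446, adjusted p = 0.0893 over 2 relations). Spearman's rho was 0.842 (permutation test, p = 0.00369, adjusted p = 0.00738). Without the 2 carcinomas farthest from the median, Pearson's r was 0.568 (exact permutation test, p = 0.150) and Spearman's rho 0.857 (exact permutation test, p = 0.0107), so that the passing of 0.05 by Pearson's r rests on those carcinomas, although r changed little. No scan held 6 of these carcinomas, and the relation was not computed within scans. Some short losses lay beside long losses of the same chromosome, as on chromosome 5 in carcinomas 13, 17 and 21. Where these are pieces of a broken long loss, their depth follows that of the long losses in any case. Inherited differences therefore remain open.

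All 4 carcinomas with loss of 3q31–42 also had loss of nearly all of chromosome 5, which 5 carcinomas had (Fisher's exact test, two-sided, p = 0.000835, adjusted p = 0.00501 over the 6 pairs of 1q52–54, 2q12–15, 3q31–42 and chromosome 5). With mode centering and a threshold of 0.15, 5 carcinomas had both (p = 0.00168). Of 1872 overlapping windows of 28 bins on the other chromosomes, 0% were lost as closely together with chromosome 5. Only 72 of these windows were lost in at least 4 carcinomas, which so small a p requires, so the outcome was nearly fixed and does not decide. Whether the amount of genome lost per carcinoma accounts for the shared losses stays open. An earlier test, which shifted the losses along the genome, was set aside after its result had been seen, because a shift seldom places a loss over nearly all of a chromosome and so nearly fixed the outcome. The 4 carcinomas were spread over 3 scans, which argues against a single batch of arrays. With at most 2 of them in a scan, the relation was not computed within scans. No biological explanation was tested.

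On chromosome 5 from 133983630 to 134571012, 5 short calls (3 losses and 2 gains) were made in carcinomas 10, 11, 12, 17 and 18. Dim probes are a candidate explanation. Of the 26 probes of this stretch, 19 were not well above background on every array, out of 286 such probes on the genome. The longest run of such probes on the genome was 6, whereas 1000 random placements gave 3 at most (p = 0.001, the smallest that these draws allow). The spread of the probes there over the carcinomas was 3.11 times that of probes elsewhere. With only probes well above background on every array kept, 0 calls were left there, but too few probes remain for this to decide, so the cause stays open.

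The share of the genome lost per carcinoma was set against the noise of the array. Spearman's rho was 0.226 (permutation test, p = 0.320, adjusted p = 0.320 over 2 relations) and Pearson's r 0.137 (p = 0.550, adjusted p = 0.550). Without the 2 carcinomas farthest from the median noise, Pearson's r was 0.228 (p = 0.350). Within scan 2 (6 carcinomas) Pearson's r was 0.576 (exact permutation test, p = 0.158), and within scan 4 (7 carcinomas) it was −0.420 (exact permutation test, p = 0.357). Spearman's rho was 0.812 within scan 2 (exact permutation test, p = 0.0722) and −0.393 within scan 4 (exact permutation test, p = 0.396). The other scans held 4 carcinomas each, too few for a correlation. The lost share did not differ detectably between scans (permutation test with 20000 draws, p = 0.382), with medians of 5.94%, 0.542%, 3.64% and 3.94%. With 21 carcinomas, neither noise nor scan is excluded as a contribution.

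Of the 11 carcinomas with at least 5 calls, 7 had more of them on 1 chromosome than the chromosomes' numbers of probes would give (10000 random draws, Benjamini-Hochberg adjustment over the 11). In carcinoma 13, 14 of 23 calls lay on chromosome 5 (p = 0.0001, the smallest that these draws allow), and in carcinoma 17, 10 of 16. Calls that are pieces of a loss of nearly a whole chromosome are not independent, so these draws do not decide on a cause. Noise that is independent between probes is argued against, since 21 simulated arrays with the residuals of the real ones in random order gave 0 false calls. Noise shared by neighboring probes was not simulated and stays open. A chromosome whose level lies near the threshold may also break into several calls. In carcinoma 18, 5 of 9 calls lay on chromosome 4, and the median log2 ratio between them was 0.22, close to the threshold. In carcinoma 17 the median between calls on chromosome 5 was 0.00, far from it.

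Without any calling, limma gave 1045 of 2701 bins of 1 Mb with a mean log2 ratio different from 0 at an adjusted p under 0.05 (650 lower and 395 higher; 62.2% lower). The lower share was 84.9% with mode centering (1255 bins) and 75.9% with the authors' log2 table (1076 bins), so that the split depends on the centering. With the slide as a random block, 1074 bins passed, including all 1045. The median size of the mean was 0.06, and 210 bins lay beyond 0.1, of which 209 were lower and 165 of these lay on chromosomes 1, 2, 3 or 5. With the called aberrations left out, 94.8% of the bins that had passed and could still be tested passed again, which argues against the called losses and gains as the whole cause of the small shifts. Of the 1679 bins that passed then, 687 were lower and 992 higher, so that the more frequent direction changed, which may also come from the mixed centering. Dye and tissue are confounded on every array, since dyes were not swapped, and a dye effect on single probes stays open. The bin with the lowest mean, on chromosome 5 from 97000001 to 98000000, was at −0.21 (standard error 0.05; adjusted p = 0.00113 from limma) and was negative in 21 of 21 carcinomas.

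Short losses were called on chromosome X between 74074703 and 74533477 in carcinomas 3, 17 and 19, with mean log2 ratios between −0.77 and −0.42. Those in carcinomas 3 and 17 overlap, and that in carcinoma 19 ends before them. All 30 probes there were well above background on every array. Over the other carcinomas, the spread of these probes lay at the 70.6th percentile of 3220 stretches with as many probes, which argues against dim or noisy probes. The stretch lies outside the named genes and was chosen after its values were seen. No biological explanation was tested.

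The highest mean log2 ratios belonged to gains in carcinomas 20 and 19, singled out after their values were seen. In carcinoma 20 they were 2.10 on chromosome 1 from 27746529 to 28733852, 1.88 on chromosome 8 from 9552632 to 13332970, 1.61 on chromosome 17 from 458921 to 2449911, and 1.41 on chromosome 1 from 21515875 to 21728192. In carcinoma 19 the mean was 1.23 on chromosome 9 from 6049166 to 13028543.

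Ages were not joined to the arrays, and the relation between age and genes lost was recomputed from the paper's own table. Over its 21 tumors, Pearson's r was 0.430 (permutation test, p = 0.0471) and Spearman's rho 0.598 (p = 0.00517). The tumors came from 16 animals. With the mean of each animal's tumors, Pearson's r was 0.631 (p = 0.00841, n = 16 animals) and Spearman's rho 0.686 (p = 0.00449). Without the 2 tumors farthest from the median age of 62 weeks, Spearman's rho was 0.485 (p = 0.0360), whereas Pearson's r was 0.375 (p = 0.112), so that its passing of 0.05 rests on those tumors, although r changed little. No other relation was computed from this table.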
